# Comparative genomic analyses of multiple backcross mouse populations suggest *SGCG* as a novel potential obesity-modifier gene

**DOI:** 10.1093/hmg/ddac150

**Published:** 2022-07-07

**Authors:** Tanja Kuhn, Katharina Kaiser, Sandra Lebek, Delsi Altenhofen, Birgit Knebel, Ralf Herwig, Axel Rasche, Angela Pelligra, Sarah Görigk, Jenny Minh-An Khuong, Heike Vogel, Annette Schürmann, Matthias Blüher, Alexandra Chadt, Hadi Al-Hasani

## Abstract

To nominate novel disease genes for obesity and type 2 diabetes (T2D), we recently generated two mouse backcross populations of the T2D-susceptible New Zealand Obese (NZO/HI) mouse strain and two genetically different, lean and T2D-resistant strains, 129P2/OlaHsd and C3HeB/FeJ. Comparative linkage analysis of our two female backcross populations identified seven novel body fat-associated quantitative trait loci (QTL). Only the locus *Nbw14* (NZO body weight on chromosome 14) showed linkage to obesity-related traits in both backcross populations, indicating that the causal gene variant is likely specific for the NZO strain as NZO allele carriers in both crosses displayed elevated body weight and fat mass. To identify candidate genes for *Nbw14*, we used a combined approach of gene expression and haplotype analysis to filter for NZO-specific gene variants in gonadal white adipose tissue, defined as the main QTL-target tissue. Only two genes, *Arl11* and *Sgcg*, fulfilled our candidate criteria. In addition, expression QTL analysis revealed *cis*-signals for both genes within the *Nbw14* locus. Moreover, retroviral overexpression of *Sgcg* in 3T3-L1 adipocytes resulted in increased insulin-stimulated glucose uptake. In humans, mRNA levels of *SGCG* correlated with body mass index and body fat mass exclusively in diabetic subjects, suggesting that *SGCG* may present a novel marker for metabolically unhealthy obesity. In conclusion, our comparative-cross analysis could substantially improve the mapping resolution of the obesity locus *Nbw14.* Future studies will throw light on the mechanism by which *Sgcg* may protect from the development of obesity.

## Introduction

The pathogenesis of type 2 diabetes (T2D), which is characterized by chronically elevated blood glucose levels, is driven by genetic factors and their interaction with the environment (1,2). Approximately 90% of all patients with T2D are obese (3), underscoring obesity as the main risk factor in the disease development. Until today, the majority of genetic factors that predispose individuals to the development of obesity and T2D remain unknown (4,5). Genome-wide association studies (gWAS), in which clinical parameter are correlated with hundreds of thousands single nucleotide polymorphisms (SNPs), have nominated several hundred risk gene variants that are available in public databases (6). However, as the majority of the SNPs map into non-coding regions, functional evidence connecting genetic alterations with pathogenic processes of T2D is lacking for most of the genes. Therefore, mouse models that can be used for the engineering of gene mutations with well-established molecular genetic tools remain essential to study the molecular basis of T2D (7).

Numerous mouse strains are available that show a wide range of T2D-related phenotypes, similar as observed in the human population (7,8). By taking advantage of their divergent phenotypes, linkage studies on segregating outcross populations in combination with additional strategies, such as gene expression and bioinformatic analyses of the critical regions, have identified several novel T2D-modifier genes (9,10). However, linkage studies on a single population consisting of two inbred strains are limited; it will only survey loci that are genetically distinct between the two strains. Therefore, the comparative analysis of multiple inbred populations can substantially improve the mapping resolution of candidate disease genes (11–14).

The polygenetic New Zealand Obese (NZO) mouse strain has been frequently used as a model for spontaneous polygenetic obesity and T2D. Both genders develop impaired glucose tolerance and obesity in response to a high fat diet (15); however, subsequent T2D progressing into pancreatic islet failure is limited to the males, whereas the females benefit from the protective influence of the hormone oestrogen (16,17).

Several researchers (18–24), including ourselves (11–13,25,26), have used the NZO strain in genome-wide linkage studies attempting to uncover the gene variants that may drive the high susceptibility for obesity and T2D. All these studies were successful in identifying novel genomic regions, designated quantitative trait loci (QTL), associated with T2D-related phenotypes. However, due to huge nomination of candidate genes, the causal gene variants are still unknown for most of the identified QTL. Until today, only a few genes could have been functionally linked to the development of obesity and T2D in the obese NZO strain, including *Ifgga2*, *Abcc8* and *Pcpt* (12,22,27).

To uncover novel gene variants that drive the prevalence for obesity and T2D in humans, we recently conducted crossbreeding experiments using the obese and T2D-susceptible NZO, and the two lean mouse strains, C3H/FeJ and 129P2/OlaHsd (11). Comparative linkage analysis of our two outcross populations and subsequent QTL mapping revealed two novel obesity-related gene variants that may influence adipose tissue function. For one of the two genes, *sarcoglycan gamma* (*Sgcg)*, we provide functional evidence in glucose uptake in 3T3-L1 adipocytes.

## Results

### Diverging prevalence for obesity and insulin-resistance in the parental mouse strains

To validate the diverse metabolic features from our parental strains we monitored the development of body weight, body composition, blood glucose, and plasma insulin levels in female NZO, C3H and 129P2 mice. After weaning at 3 weeks of age, body weight was comparable between NZO and C3H, but significantly lower in 129P2 mice (NZO 13.4 ± 0.5 g, C3H 14.0 ± 0.4 g, 129P2 9.5 ± 0.2 g). As expected, during high-fat diet (HFD)-intervention NZO mice exhibited markedly higher body weight compared to the other two strains. At the age of 20 weeks, NZO mice gained 22 g and 42 g more than C3H and 129P2, respectively (NZO 66.4 ± 2 g, C3H 43.9 ± 0.5 g, 129P2 24.1 ± 0.8 g; Fig. 1A). These differences in body weight were mainly attributed to substantial differences in fat mass (week 15 of age: NZO 32.2 ± 1.6 g, C3H 13.9 ± 1 g, 129P2 5.76 ± 1.1 g; Fig. 1B), whereas lean mass was only slightly different between the strains (week 15 of age: NZO 25.7 ± 0.4 g, C3H 22.4 ± 0.7 g, 129P2 17.3 ± 0.7 g). Moreover, upon HFD NZO mice exhibited significantly higher blood glucose levels compared to the two lean strains. Maximal differences in glycaemia were observed at 18 week of age, when NZO mice exhibited 99 mg/dl and 123 mg/dl higher blood glucose levels compared to C3H and 129P2 mice, respectively (NZO 231 ± 22 mg/dl, C3H 132 ± 4 mg/dl, 129P2 108 ± 5 mg/dl; Fig. 1C). In addition, 6-hour fasting plasma insulin levels at the age of 22 weeks were 2-fold and 10-fold higher in NZO compared to C3H and 129P2 mice, respectively (NZO 9.9 ± 1.4 μg/L, C3H 5.1 ± 0.9 μg/L, 129P2 0.7 ± 0.3 μg/L; Fig. 1D).

**Figure 1:**
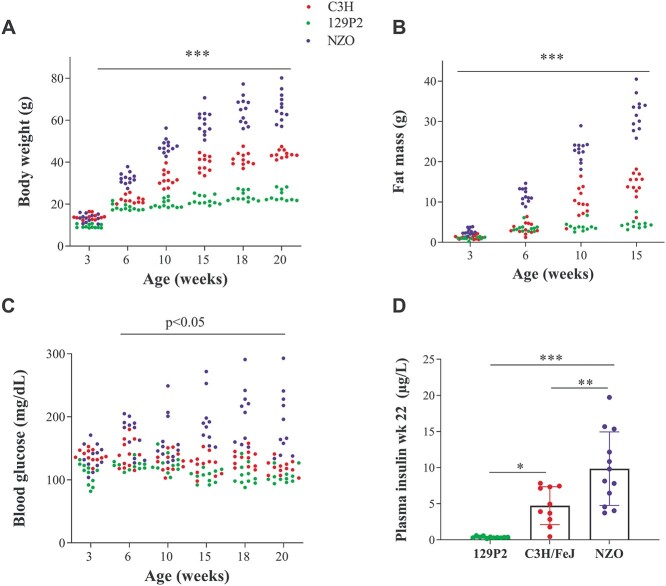
Metabolic characterization of females from parental mouse strains 129P2, C3H and NZO. Development of body weight (**A**) and blood glucose (**C**) was monitored at weeks 3, 6, 10, 15, 18 and 20 weeks of age, whereas fat mass (**B**) was measured at weeks 3, 6, 10 and 15. Six-hours-fasting plasma insulin levels (**D**) were measured at week 22 by ELISA. Dots represent single female animals (129P2: n = 11–12; C3H: n = 10–12; NZO: n = 12). Statistical differences between strains were calculated by 2-way (A-C) or one-way analysis of variance (D) followed by post hoc Bonferroni test, ^*^P < 0.05, ^*^^*^P < 0.01, ^*^^*^^*^P < 0.001 by comparison to NZO unless otherwise stated.

### Genome-wide linkage analysis on both N_2_ populations revealed seven novel obesity QTL

NZO females were bred either with C3H or 129P2 males to generate two F1 (F_1_(NZOxC3H) and F_1_(NZOx129P2)) generations. Subsequently, males from the F1 generations were bred with NZO females to generate two N_2_ populations. In total, 307 females from the N_2_(NZOx129P2) population and 310 females from the N_2_(NZOxC3H) population were metabolically phenotyped for T2D-associated traits. In this study, we present all significant obesity QTL, meaning loci that are linked to body weight and/or fat mass development, identified in our backcross females. In total, we identified seven novel obesity QTL (Fig. 2 and Table 1). Five QTL were identified exclusively in the N_2_(NZOxC3H) population (*Nbw1p*, *Nbw4p*, *Nbw6*, *Nbw10* and *Nbw13*), whereas only one QTL on distal chromosome 1 (*Nbw1d*) was unique for the N_2_(NZOx129P2) cross. The QTL on proximal chromosome 14, designated *Nbw14* (NZO body weight on chromosome 14) was the only QTL shared by both N_2_(NZOxC3H) and N_2_(NZOx129P2) crosses. Details on the seven different QTL, such as the confidence interval and the allelic effects are displayed in Table 1.

**Figure 2:**
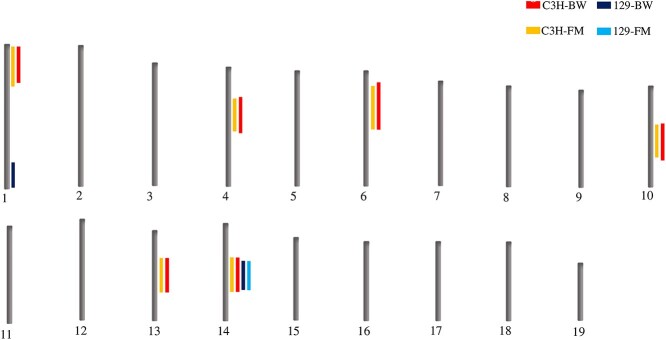
Genome-wide linkage map of QTL for obesity-related traits in female mice derived from N_2_(NZOxC3H) and N_2_(NZOx129P2) outcross populations. Female NZO and male 129P2 or C3H mice, respectively, were used to generate the F_1_ generations, and male F_1_ offspring were subsequently backcrossed with NZO females to generate two backcross populations (N_2_(NZOxC3H) and N_2_(NZOx129P2)). The backcross populations were metabolically phenotyped, and genotyped for 105 N_2_(NZOxC3H) and 110 N_2_(NZOx129P2) informative SNP markers. Linkage analysis of the female backcross mice (n = 307–309) was conducted using the R-package as described in methods. Further information for each QTL is shown in Table 1. BW, body weight; FM, fat mass.

**Table 1:** Summary of the major obesity QTL with significance for several weeks from female mice from both N_2_(NZOxC3H and NZOx129P2) populations

Name	Chr	Traits	Peak-Pos (cM)	95% CI (cM)	Closest SNP-marker (Mbp)	Max. LOD	Signif. weeks (max. effect)	Mean NZO/NZO	Mean NZO/C3H or NZO/129P2	Cross
*Nbw1p*	1	BW	9	0–20	46.3	4.0	10	45.2 g	42.4 g	NZOxC3H
		LM	18	2–30	46.9	3.0	10	23.1 g	22.3 g	NZOxC3H
		FM	8	0–22	27.3	3.6	6–10 (10)	20.3 g	18.3 g	NZOxC3H
*Nbw1d*	1	BW	19	16–20	182.9	3.2	15–20 (20)	53.0 g	49.1 g	NZOX129P2
		BG	19	13–20	182.9	3.5	20	147 mg/dl	134 mg/dl	NZOX129P2
*Nbw4p*	4	BW	15	7–26	53	6.93	10–20 (19)	62.1 g	56 g	NZOxC3H
	4	FM	15	8–25	53	7.54	10–15 (15)	28.7 g	24.7 g	NZOxC3H
*Nbw6*	6	BW	20	9–52	64.2	3.9	6–20 (6)	31.7 g	30 g	NZOxC3H
		FM	20	5–50	64.2	4.4	6–15 (6)	10.5 g	9.3 g	NZOxC3H
*Nbw10*	10	BW	7.2	5–11	89.1	9.3	6–20 (6)	32.1 g	29.5 g	NZOxC3H
		FM	7.2	3–10	89.1	6.3	6–20 (10)	20.6 g	17.8 g	NZOxC3H
*Nbw13*	13	BW	29.04	0–29	74.4	4.2	6–10 (6)	31.8 g	30 g	NZOxC3H
		FM	29	0–29	74.3	3.9	6–10 (6)	10.4 g	9.3 g	NZOxC3H
*Nbw14*	14	BW	23	17–30	63.6	5.2	6–20 (6)	31.8 g	29.8 g	NZOxC3H
		FM	23	17–32	63.5	6.3	6–15 (6)	10.6 g	9.2 g	NZOxC3H
		BW	32	25–40	65.4	4.4	15–20 (20)	53.8 g	49.2 g	NZOX129P2
		FM	33	26–40	65.4	3.8	10–15 (15)	22.7 g	20.3 g	NZOX129P2
		BG	29	22–37	65.4	3.1	20	148 mg/dl	136 mg/dl	NZOX129P2

LOD scores, peak positions, and 95% confidence intervals (Bayesian method) were calculated by R/qtl software. NZOxC3H: n = 310, NZOx129P2: n = 307 females. BG, blood glucose; BW, body weight; Chr, chromosome; CI, confidence interval; FM, fat mass; LM, lean mass; LOD, logarithm of the odds; Pos, Position; Signif, significant.

### *Nbw14* represents the only obesity QTL that appeared in both crossbreedings

Out of our seven obesity QTL, only one of the loci showed overlap between the two crosses. *Nbw14* revealed significant linkage with body weight (LOD 5.2 at 23 cM in N_2_(NZOxC3H) and LOD 4.4 at 32 cM in N_2_(NZOx129P2)) and fat mass (LOD 6.3 at 23 cM in N_2_(NZOxC3H) and LOD 3.7 at 33 cM in N_2_(NZOx129P2)) in both backcross populations. In addition, *Nbw14* was further associated with blood glucose levels in N_2_(NZOx129P2) mice (LOD 3.1 at 29 cM, closest SNP marker at 65.4 Mb). In both crosses, the SNP marker associated with the highest LOD score for body weight and fat mass appeared almost at identical position (rs3702501 at 63.5 Mb in N_2_(NZOxC3H), Fig. 3A; rs3660830 at 65.4 Mb N_2_(NZOx129P2), Fig. 3B).

**Figure 3:**
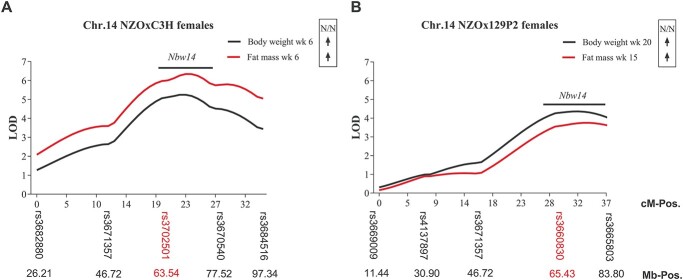
Genetic linkage of body weight and fat mass to loci on Chr.14 in outcross populations of N_2_(NZOxC3H) and N_2_(NZOx129P2) female mice. Chr.14 revealed significant linkage with body weight and fat mass in both, N_2_(NZOxC3H) (**A**) and N_2_(NZOx129P2) (**B**) females. The SNP-markers that were used for genotyping with the corresponding Mb-position are plotted below. The SNP markers in closest proximity to the QTL peak position are marked in red. The genotypic effects are indicated with the arrows. LOD scores were calculated using R/qtl software as described in methods. LOD, logarithm of the odds; N, NZO; wk, week.

### NZO-allele for *Nbw14* is associated with increased body weight and fat mass in both crossbreedings

In both crossbreedings, NZO-allele carriers for *Nbw14* gained more body weight compared to heterozygous allele carriers (N_2_(NZOxC3H): 62.4 g in *Nbw14*^NZO/NZO^ compared to 58.9 g in *Nbw14^NZO/C3H^* at 20 weeks of age, N_2_(NZOx129P2: 53.8 g in *Nbw14^NZO/NZO^* compared to 49.2 g in *Nbw14^NZO/129P2^* at 20 weeks of age; *P* < 0.001, Fig. 4A). These differences in body weight were attributed to significant differences in body fat (N_2_(NZOxC3H): 28.0 g in *Nbw14*^NZO/NZO^ compared to 25.4 g in *Nbw14^NZO/C3H^* at 15 weeks of age, N_2_(NZOx129P2): 22.7 g in *Nbw14^NZO/NZO^* compared to 20.3 g in *Nbw14^NZO/129P2^* at 15 weeks of age; *P* < 0.001, Fig. 4B). In contrast, the development of lean mass was similar between the different genotypes (Fig. 4C).

**Figure 4:**
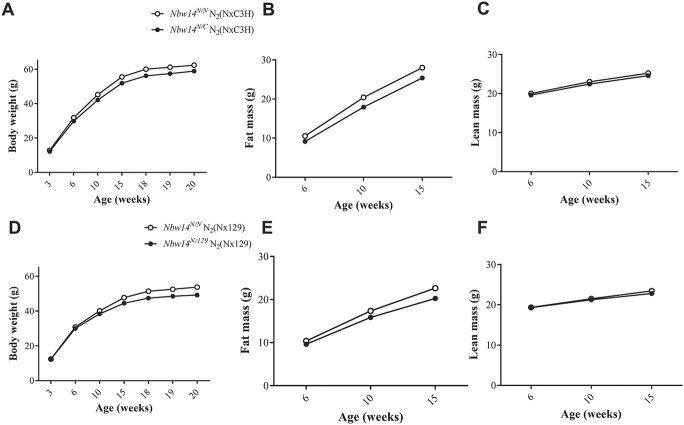
Quantitative effect of *Nbw14* in N_2_(NZOxC3H) and N_2_(NZOx129P2) mice. Mean values for body weight (± SEM) (**A**), fat mass (**B**) and lean mass (**C**) for homozygous NZO and heterozygous allele carriers for *Nbw14* the N_2_(NZOxC3H) females. Mean values for body weight (± SEM) (**D**), fat mass (**E**) and lean mass (**F**) for homozygous NZO and heterozygous allele carriers for *Nbw14* from N_2_(NZOx129P2) females. *Nbw14^NZO/NZO^* (N_2_(NZOxC3H): n = 181*, Nbw14^NZO/C3H^* (N_2_(NZOxC3H): n = 126, *Nbw14^NZO/NZO^* (N_2_(NZOx129P2): n = 133*, Nbw14^NZO/129P2^* (N_2_(NZOx129P2): n = 170; N, NZO.

### Combined haplotype- and gene expression analysis identifies two candidate genes for *Nbw14*

Based on the assumption that the causal gene variant for *Nbw14* is different in NZO compared to C3H and 129P2 genomes, we used two major approaches to search for potential candidate genes. First, we used the SNP database from the Wellcome Trust Sanger Institute (28,29) to search for NZO polymorphisms in the defined critical region (53–75 Mb) that differed from C3H and 129P2. Since the genomic sequence for our C3H/FeJ substrain is not available in the database, the sequence from the closely related C3H/HeJ strain was used instead. As described before (11), for the dissection of the QTL peak into regions that are identical by decent (IBD) and polymorphic between NZO and the two lean strains, we determined the number of SNPs according to NZO ≠ C3H and 129P2 each 250 kbp. Regions exceeding a threshold of 100 SNPs/window were defined as polymorphic between NZO and C3H or 129P2, respectively (Fig. 5A). Out of 431 protein coding genes, only 83 were found to be located in regions defined as polymorphic between NZO and the other two strains. Supplementary Material, File S3 lists all annotated SNPs according to NZO ≠ C3H and 129P2 from all these 83 genes. We further analyzed these genes for coding nonsynonymous SNPs and found 42 protein polymorphisms where NZO differs from C3H and 129P2. According the ‘Sorting Tolerant From Intolerant’ (SIFT) algorithm (30), three variants in two genes (W277R in *Pnma2*, G285D and T330M in *Rubcnl*) are predicted to have deleterious impact on protein function (Supplementary Material, Table S2, Supplementary Material, File S2). However, none of these variants is unique for the NZO strain since these variants are shared by several lean mouse strains from the Sanger panel.

**Figure 5:**
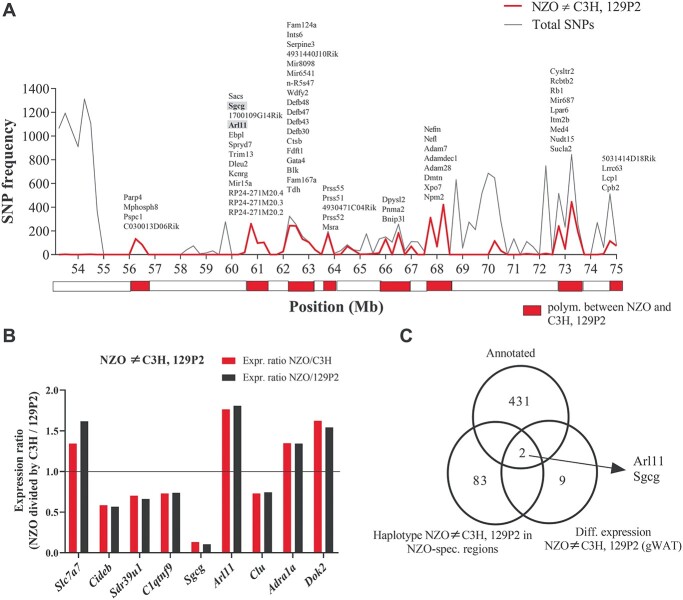
Combined approach of haplotype- and gene expression analysis in gWAT of the parental strains for the identification of NZO-specific gene variants within *Nbw14*. (**A**) Haplotype analysis using Genome Reference Consortium Mouse Build 38 (GRC38) provided by the Wellcome Trust Sanger Institute. The red line represents the number of polymorphic SNPs according to NZO ≠ 129P2 and C3H, whereas the grey line shows the total number of SNPs (all SNPs annotated for C57B6/J reference genome with calls for C3H, 129 and NZO). Both lines overlap in the regions between 56.5–56.75 Mb, 60.25–61.5 Mb and 68.0–68.5 Mb. Genomic regions containing less than 100 polymorphic SNPs (NZO ≠ 129P2 and C3H) per window (250 kb) are represented with the white boxes. In contrast, regions with more than 100 polymorphic SNPs (NZO ≠ 129P2 and C3H) per window are highlighted by red boxes. Genes located in regions that were defined as polymorphic between NZO and the other strains are listed above. For a better overview, gene models are not included. (**B**) Significantly (*P* < 0.05) differential gene expression in NZO vs. C3H and 129P2 at the age of 6 weeks in gWAT detected by microarray analysis. Higher expression in NZO is indicated with an expression ratio (NZO/C3H and NZO/129P2) > 1, whereas downregulation in NZO is shown with an expression ratio (NZO/C3H and NZO/129P2) < 1. Differences between the strains were calculated by one-sided Wilcoxon signed rank test. (**C**) Venn diagram showing the total number of annotated genes (top), the number of genes revealed from the haplotype analysis (left), the number of genes revealed from the microarray analysis (right) and the overlap of genes (centre).

In addition, we implemented transcriptome data from gonadal white adipose tissue (gWAT) of our parental strains NZO, C3H and 129P2. 

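gWAT was collected from male mice of the obese strain NZO and of the lean strains C3H and 129P2 at 6 weeks of age, after 21 days on a diet with 45% of its energy from fat. 5 mice per strain were measured, 1 array per mouse. RNA with a RIN above 8 was used, 150 ng per array, on the Affymetrix Mouse Gene 1.0 ST Array. The deposited values are log2 values for 35556 probesets. According to the notes deposited with them, the authors computed them in Expression Console with RMA, a method that corrects for background, normalizes the arrays and summarizes the probes of each probeset. The number of arrays limits the precision, since an array gives no count of molecules. The annotation of the array used here names 21789 probesets by 1 gene symbol. Each gene was represented by its probeset with the highest mean over the 15 arrays, which left 19936 genes. The strains were compared gene by gene in 1 linear model with limma, and p was adjusted over all genes by the method of Benjamini and Hochberg. A gene was called NZO-specific when the adjusted p was under 0.05 against C3H and against 129P2 and the direction was shared. 4 arrays had a narrower spread of values than the rest, with interquartile ranges from 1.86 to 2.19 against 2.35 to 2.49 on the other 11. With each array named by strain and animal number, they were C3H_109 and C3H_114, NZO_545 and 129P2_298. Genes of motile cilia had median log2 values from 7.86 to 8.23 on 5 arrays of the lean strains and of at most 7.27 on the other arrays, all 5 NZO arrays included. Liver genes had median log2 values of 9.24 and 11.44 on 2 arrays of 129P2 and of at most 8.52 elsewhere.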

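The Nbw14 region, from 53 to 75 Mb of chromosome 14 (GRCm38), holds 257 genes with a value on the array. 8 of them were NZO-specific, 4 higher and 4 lower. Outside the region 1027 of 19679 genes were NZO-specific, so that the region held no excess of such genes. The count of the region was also 8 when adjusted over the region alone. It was 6 to 13 with 1 array left out, the highest without NZO_545, 18 with quantile normalization repeated, 30 with weights per array, and 1, Arl11, without the 6 lean arrays on which motile cilia or liver genes stood apart. Phf11a, from 59276913 to 59297564, had the largest difference, with a log2 fold change of 0.96 against C3H (standard error 0.15, adjusted p = 7.73e-04 from limma) and 1.05 against 129P2. The other higher genes were Arl11, Dok2 and Ripk3. Ripk3 had log2 fold changes of 0.44 and 0.70 and was no longer called without C3H_110 (0.41), C3H_111 (0.39) or NZO_543 (0.37), where the smaller fold change is given. The lower genes were Sox7, Zmym5, Sdr39u1 and Zfp395. Sox7, from 63943706 to 63950732, had a log2 fold change of -0.94 against C3H and -0.40 against 129P2, and it also differed between C3H and 129P2 (log2 fold change 0.54, adjusted p = 0.0055 from limma). Zmym5 had log2 fold changes of -0.55 and -0.72 and was not called without C3H_110 or C3H_111 (-0.47 and -0.48). Zfp395 had log2 fold changes of -0.37 and -0.38. It was not called with the mean of its 2 probesets, nor where a ratio of at least 1.3 was asked for. With the motile cilia and liver marker medians as covariates, Phf11a, Arl11 and Dok2 were still called. Of the difference from the lean strains, this fit left 82.5% for Ripk3, 105% for Sox7, 96.0% for Zmym5, 94.6% for Sdr39u1 and 92.5% for Zfp395, which were not called in it.

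**Figure D1:**
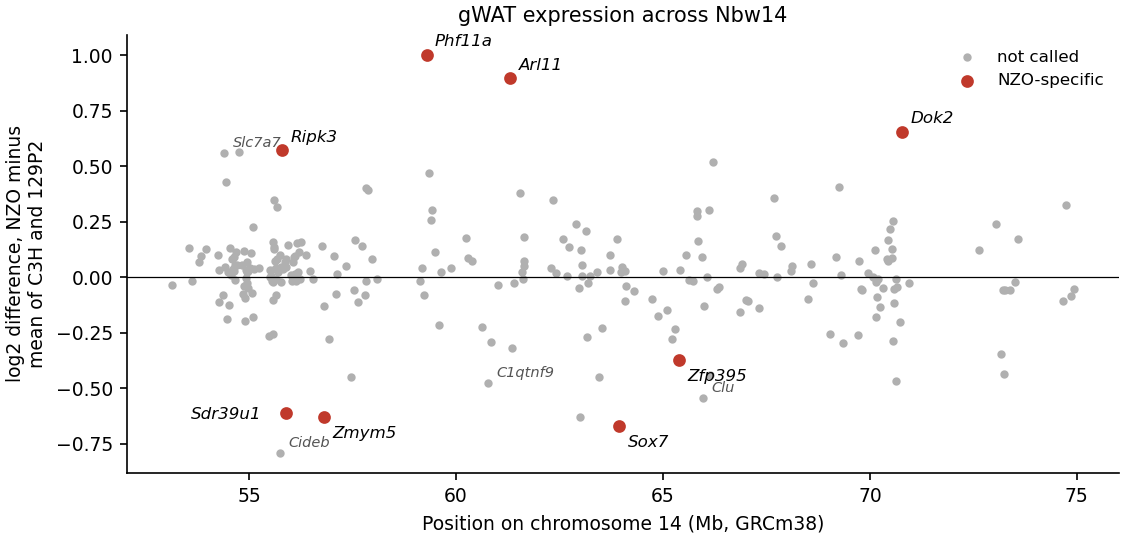
log2 difference in gWAT between NZO and the mean of C3H and 129P2 for the 257 genes of the region, by position in Mb on chromosome 14. Red points are the 8 NZO-specific genes and grey points the other genes; Phf11a is the highest red point at 1.00 and Sox7 the lowest at -0.67.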

In total, nine genes revealed to be either up- or downregulated in NZO gWAT compared to the other two strains. 

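For 7 of the genes in Fig. 5B the annotation of the array names a probeset, and Sgcg and Adra1a were not analysed here. The NZO means of all 7 lay on the side of both lean means that Fig. 5B shows. 3 of the 7, Arl11, Dok2 and Sdr39u1, were NZO-specific by limma with p adjusted over all genes. The legend of Fig. 5B names a one-sided Wilcoxon test and no adjustment. Its closest counterpart here, an exact one-sided rank-sum test without adjustment, called 31 genes of the region. These included 5 of the 7, with Slc7a7 and C1qtnf9 in addition. Clu and Cideb did not pass against 129P2 (exact one-sided rank-sum test, p = 0.0754 and 0.210). Dok2, from 70765889 to 70778494 of chromosome 14, had a mean log2 value of 9.11 ± 0.23 (SD, n = 5 mice) in NZO, 8.40 ± 0.23 in C3H and 8.52 ± 0.14 in 129P2. The log2 fold changes were 0.72 (adjusted p = 0.00132 from limma) and 0.59 (adjusted p = 0.00499), and every NZO mouse lay above every lean mouse. Slc7a7, a subunit of an amino acid transporter, had log2 fold changes of 0.47 against C3H (adjusted p = 0.0895 from limma) and 0.65 against 129P2 (adjusted p = 0.0164). Its fold change against C3H was 0.60 without NZO_545, where both comparisons passed. Sdr39u1 had a mean log2 value of 8.09 ± 0.13 (SD, n = 5) in NZO, 8.64 ± 0.32 in C3H and 8.77 ± 0.15 in 129P2, and log2 fold changes of -0.55 (adjusted p = 0.0147 from limma) and -0.67 (adjusted p = 0.00333). Against C3H it did not pass with the arrays centred on their medians (adjusted p = 0.0549 from limma) or in a fit of 2 strains (adjusted p = 0.0507). C1qtnf9, which encodes a secreted protein, had log2 fold changes of -0.50 (adjusted p = 0.053 from limma) and -0.45 (adjusted p = 0.0804), and both comparisons passed without NZO_658, where the smaller one was -0.59. Clu had log2 fold changes of -0.62 (adjusted p = 0.0632 from limma) and -0.47 (adjusted p = 0.17), and passed in both only without 129P2_285. Cideb, a protein of lipid droplets, had a mean log2 value of 7.57 ± 0.26 (SD, n = 5) in NZO, 8.41 ± 0.71 in C3H and 8.32 ± 0.84 in 129P2. The differences, -0.84 and -0.75, did not hold up against this spread (adjusted p = 0.212 and 0.282 from limma; exact two-sided permutation test, p = 0.0556 and 0.151). Cideb lay between 8.70 and 9.08 on the 6 lean arrays whose motile cilia or liver genes stood apart, between 7.38 and 7.66 on the other 4 lean arrays and between 7.40 and 8.03 in NZO.

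**Figure D2:**
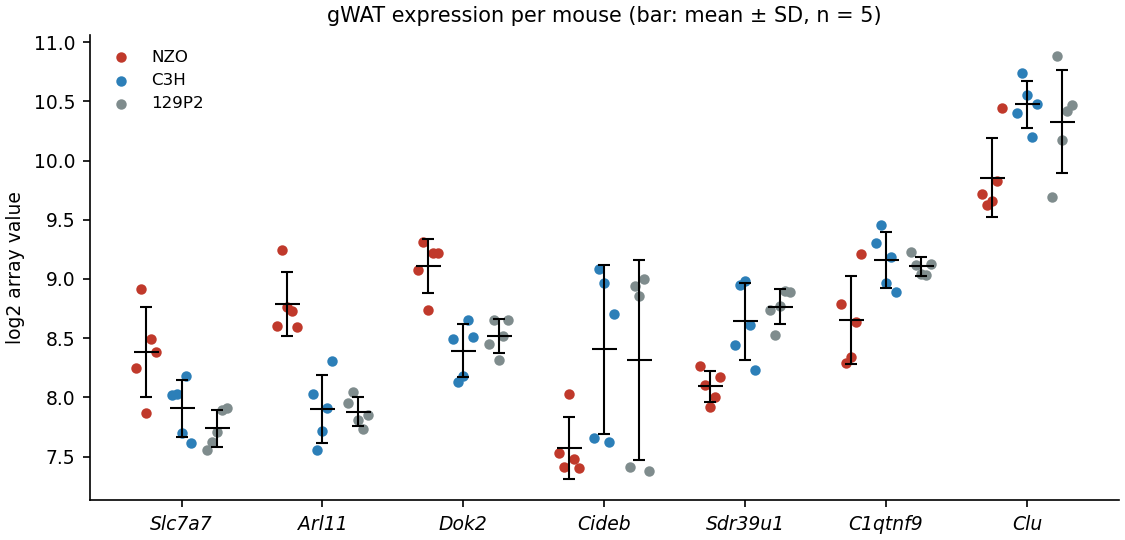
log2 array values of 7 genes of Fig. 5B in gWAT of each mouse, 5 per strain. Points are mice and bars the mean and SD of each strain; Arl11 and Dok2 of all NZO mice lie above those of all lean mice, and Cideb of the lean mice falls into high and low values.

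**Figure D3:**
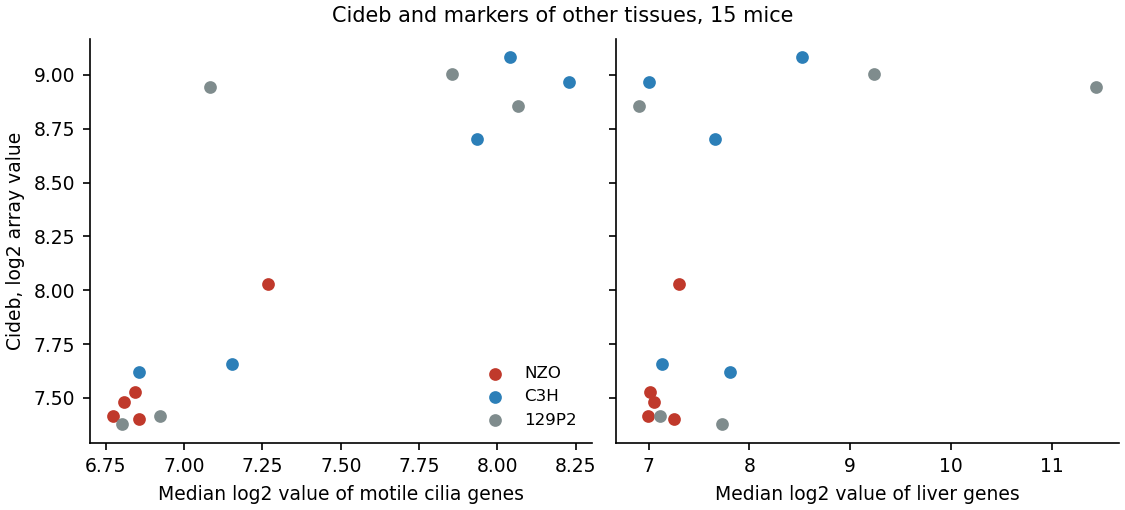
log2 array value of Cideb in each of the 15 mice against the median log2 value of the motile cilia genes and of the liver genes. Points are mice coloured by strain; the 6 lean mice with Cideb of 8.70 or more have the highest values on at least 1 of the marker axes.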

Whereas the expressions of *Slc7a7*, *Arl11*, *Adra1a* and *Dok2* were upregulated, the five genes *Cideb*, *Sdr39u1*, *C1qtnf9*, *Sgcg* and *Clu* showed lower mRNA expression levels in NZO compared to the other two strains (Fig. 5B). However, only two (*Arl11* and *Sgcg*) out of nine NZO-regulated genes were located in regions that were defined as highly polymorphic between NZO and the other strains. Thus, *Arl11* and *Sgcg*, the only two genes that overlapped between our candidate gene approaches (Fig. 5C) were selected for further analysis as our main candidate genes for *Nbw14*.

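Among the 8 genes of the region that were NZO-specific here, Arl11 alone has SNPs in the first 1999 entries of File S3. This is the paper's list of SNPs at which NZO differs from C3H and 129P2, limited to genes in its polymorphic haplotype blocks. Genes outside these blocks are left out of the list, whether or not they carry such SNPs. The 1999 entries reach from position 56659443 to position 68493472 of chromosome 14. 7 of the 8 genes end before the last position, and Dok2 lies beyond it. Arl11 spans 61306290 to 61311937. The paper's list holds 17 SNPs for it, 1 in the 5′ UTR and 16 downstream of the gene, and NZO has the reference allele at all 17. Slc7a7, Cideb, C1qtnf9 and Clu also lie before the last position and have no SNP among these entries. From the overlap of expression in gWAT with the polymorphic haplotype blocks, the paper reasons that Arl11 and Sgcg are the main candidate genes for Nbw14.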

### *Sgcg* and *Arl11* expressions are NZO-specifically regulated exclusively in adipose tissue

Using microarray data from several T2D-relevant tissues of our parental strains, we further compared the relative expression levels of *Arl11* and *Sgcg* between white adipose tissue, liver, skeletal muscle, brown adipose tissue and pancreatic islets. In C3H and 129P2, expression levels for *Sgcg* could be exclusively observed in skeletal muscle, brown- and white adipose tissue, whereas liver and pancreatic islets did not show any *Sgcg* expression. In contrast, in NZO, *Sgcg* expression was limited to skeletal muscle (Fig. 6A). *Arl11* revealed highest expression in gWAT tissue in all three strains. NZO-specific expression was observed exclusively in gWAT tissue, whereas no expression differences were detected in the other four tissues. In contrast to *Sgcg*, which was NZO specifically downregulated, *Arl11* revealed to be NZO specifically upregulated in adipose tissue (Fig. 6C). 

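Arl11, a small GTP-binding protein of the ADP-ribosylation factor family, had a mean log2 value of 8.79 ± 0.27 (SD, n = 5 mice) in gWAT of NZO, 7.90 ± 0.29 in C3H and 7.88 ± 0.12 in 129P2. The log2 fold change was 0.89 against C3H (standard error 0.14, adjusted p = 7.29e-04 from limma) and 0.91 against 129P2 (adjusted p = 5.18e-04), and 0.02 between the lean strains (adjusted p = 0.959). On the linear scale, the ratios of the means were 1.84 and 1.90. Every NZO mouse lay above every mouse of the lean strains (exact two-sided permutation test, p = 0.00794 for each comparison, the smallest p that 5 mice against 5 allow). NZO_543 had the highest value, 9.25, and the next was 8.77. Without this mouse the log2 fold change was 0.77 against C3H and 0.79 against 129P2.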

NZO-specific gene expressions for *Sgcg* and *Arl11* in gWAT were further validated by quantitative real-time polymerase chain reaction (qRT-PCR; Fig. 6B and D). Gene expression levels were markedly higher for *Sgcg* in the two lean strains (Ct values 23.0 in C3H, 23.2 in 129P2, 36.6 in NZO) compared to *Arl11* in the obese strain (Ct values: 30.0 in NZO, 34.6 in C3H and 36.7 in 129P2). In addition, the differences in gene expression were bigger for *Sgcg* (ΔCt: 13.3 and 13.2) than for *Arl11* (delta ΔCt: 6.7 and 4.6).

**Figure 6:**
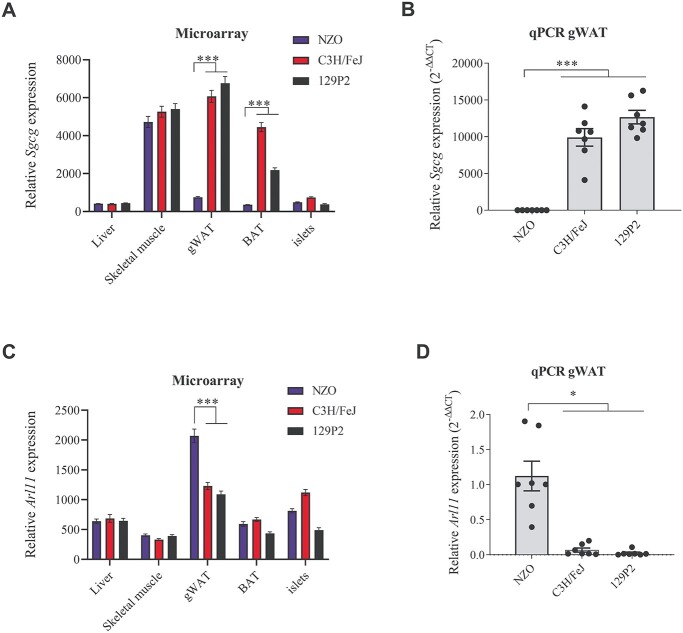
*Sgcg* and *Arl11* mRNA expressions across different tissues from the parental strains and validation in gWAT by qRT-PCR. All tissues were collected from male NZO, C3H and 129P2 mice at 6-weeks of age. The expressions of *Sgcg* and *Arl11* in liver, skeletal muscle, gWAT, BAT and pancreatic islets was measured by microarray analysis and the bars show the relative fluorescence units (**A** and **C**). Differential expression in gWAT tissue was confirmed by qRT-PCR (**B** and **D**). *Tbp* was used as endogenous control. Data represent mean values ± SEM from 5 (microarray) or 7 (qRT-PCR) mice each strain, respectively. Differences between the strains were calculated by two-sided Wilcoxon test (microarray) or One-way analysis of variance followed by post hoc Bonferroni test (qRT-PCR), ^*^P < 0.05, ^*^^*^^*^P < 0.001. gWAT, gonadal white adipose tissue; qPCR, qRT-PCR.

### *Sgcg* and *Arl11* expression QTL overlap with *Nbw14*

We further quantified the expression of *Sgcg* and *Arl11* in *gWAT* of each male N_2_(NZOxC3H) mouse and mapped the mRNA levels to the genome. The linkage analysis revealed *cis*-expression QTL (eQTL) on chromosome 14 for the expression of both genes, *Sgcg* (LOD 41.1 at 20.5 cM, closest SNP marker at 63.54 Mb, Fig. 7A) and *Arl11* (LOD 6.8 at 25 cM, closest SNP marker at 77.52 Mb, Fig. 7B). Both eQTL showed similar LOD score profiles as *Nbw14* (body weight: LOD 5.2 at 23 cM; fat mass LOD 6.3 at 23 cM; Fig. 7C).

**Figure 7:**
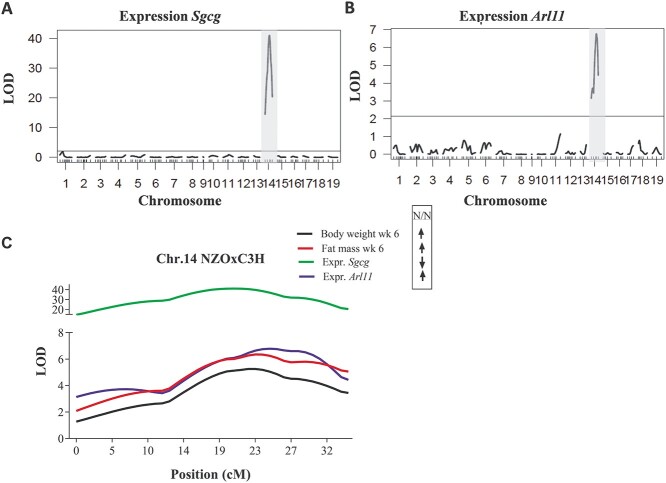
Expression QTL analysis for *Sgcg* and *Arl11* expressions in gWAT from all N_2_(NZOxC3H) mice. Genome-wide LOD scores distribution for the mRNA expressions of *Sgcg* (**A**) and *Arl11* (**B**) in N_2_(NZOxC3H) males, Chr.14 is highlighted in grey and the significance threshold (*P* < 0.05) is indicated with the horizontal line. (**C**) Expression QTL curves and metabolic QTL curves (body weight and fat mass) on Chr.14 were superimposed. The SNP-markers that were used for genotyping with the corresponding Mb-positions are plotted below. The genotypic effects are indicated with the arrows. All LOD scores were calculated with R/qtl package as described in methods. LOD, logarithm of the odds; Expr, expression; N, NZO; wk, week.

### Overexpression of *Sgcg* increases glucose uptake in 3T3-L1 adipocytes

For functional analysis, we focused on the gene *Sgcg* as most likely candidate for *Nbw14*. Undifferentiated 3T3-L1 cells were infected with either a retrovirus carrying cDNA from *Sgcg* (*Sgcg* OE) or the empty vector and differentiated into adipocytes. The success of the overexpression was confirmed by determining *Sgcg* mRNA levels in *Sgcg* OE vs control adipocytes using qRT-PCR. The Ct-value dropped from 34.5 in control- to 16.2 in *Sgcg* OE cells (Fig. 8A). 2-Deoxy-d-glucose uptake was measured in fully differentiated cells at basal state as well as after exposure to 100 nM insulin for 60 min. While basal 2-deoxy-d-glucose uptake was not different, insulin-stimulated 2-deoxy-d-glucose uptake was significantly increased by approx. 60% in *Sgcg* OE compared to control cells (Fig. 8B). However, lipid accumulation obtained by Oil Red O staining was not altered in *Sgcg* OE cells (Supplementary Material, File S2, Supplementary Material, Fig. S1). We further measured AKT and pAKT protein abundances in SGCG overexpressing cells, but could not detect any differences compared to control cells (Supplementary Material, File S2, Supplementary Material, Fig. S2).

**Figure 8:**
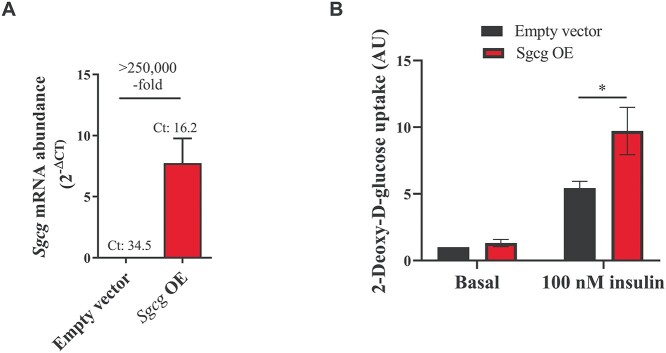
Measurement of 2-Deoxy-D-glucose uptake in *Sgcg* overexpressing 3T3-L1 vs. control adipocytes. Undifferentiated 3T3-L1 cells were infected with either a retrovirus carrying cDNA from *Sgcg* (*Sgcg* OE) or the empty pMSCV-puro vector as control and differentiated to adipocytes. The mRNA overexpression was confirmed by quantitative Realtime PCR (**A**). *Hprt* was used as endogenous control. 2-Deoxy-D-glucose uptake was determined in fully differentiated cells by measuring luminescence intensity at basal as well as after 60 min stimulation with 100 nM insulin (**B**). Bars represent mean values ± SEM from 3 (A) or 7 (B) different experiments. Statistical differences were calculated by two-way analysis of variance (B) followed by post hoc Bonferroni test, ^*^P < 0.05.

### *SGCG* expression correlates with body mass index and body fat in human fat tissue exclusively from T2D subjects

To study whether *SGCG* may be also relevant for human obesity and T2D, we analyzed its expression in human subcutaneous and visceral adipose tissues from both patients with T2D and healthy controls. *SGCG* mRNA levels significantly correlated with body mass index (BMI) in subcutaneous (*r* = 0.71, *P* = 0.002; Fig. 9A) as well as visceral (*r* = 0.699, *P* = 0.0025; Fig. 9B) adipose tissue exclusively from diabetic, but not from healthy subjects (subcutaneous fat: *r* = 0.12, *P* = 0.475; visceral fat: *r* = 0.229, *P* = 0.178). A similar pattern was observed for the correlation with body fat. Whereas *SGCG* expression significantly correlated with body fat in subcutaneous (*r* = 0.723, *P* = 0.0035; Fig. 9C) and visceral (*r* = 0.607, *P* = 0.0213; Fig. 9D) adipose tissue from diabetic patients, no correlation was observed in healthy subjects (subcutaneous fat: *r* = 0.094, *P* = 0.675; visceral fat: *r* = 0.299, *P* = 0.177).

**Figure 9:**
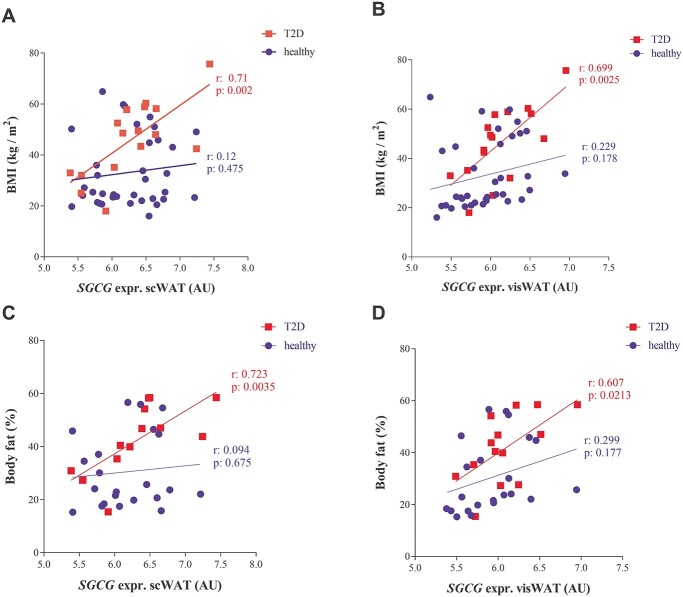
*SGCG* expression analysis in human adipose tissue. Correlation of *SGCG* mRNA levels with BMI in subcutaneous (**A**) and visceral adipose tissue (**B**) from healthy (blue circles) vs. patients with type 2 diabetes (T2D, red squares). Correlation of *SGCG* mRNA levels with body fat in subcutaneous (**C**) and visceral adipose tissue (**D**) from healthy controls (blue circles) vs. T2D (red squares) subjects. Correlations were calculated using Pearson correlation test. n = 16–36 for BMI and 14–22 for body fat.

## Discussion

To identify novel obesity-modifier genes, we analyzed two backcross populations derived from diabetes-prone NZO mice and two lean, diabetes-protected strains, 129/P2 and C3H, respectively. Genome-wide linkage scans and transcriptome analysis of adipose tissue from mice identified *Sgcg* as a novel potential susceptibility gene for obesity. In human adipose tissue, *SGCG* expression significantly correlated with BMI and body fat exclusively in patients with T2D, suggesting that *SGCG* may represent a novel marker for diabetic obesity.

The NZO mouse strain represents a model for polygenetic obesity and T2D in humans. Both male and female mice develop obesity and severe insulin resistance. However, diabetes-related weight loss during the course of the disease may interfere with studies of obesity-related traits in male NZO mice (11,18). Nonetheless, female mice are protected from subsequent β-cell failure, which has been attributed to protective effects of oestrogen (16,17). In humans, the prevalence for T2D increases in women after menopause (31), also suggesting diabetes-protective effects of oestrogen.

Linkage analysis of female mice from two outcross populations, NZOxF_1_(129P2xNZO) and NZOxF_1_(C3HxNZO), revealed seven novel QTL for body weight and/or fat mass on six different chromosomes. Most of the QTL showed linkage exclusively in only one of the two backcross populations, suggesting that the underlying gene variants are derived from the respective lean strain, C3H or 129P2. In contrast, the locus *Nbw14* showed linkage to obesity-related traits in both backcross populations, indicating that the causal gene variant is likely specific for the NZO strain as NZO allele carriers in both crosses displayed elevated body weight and fat mass. Based on this assumption, we applied two major criteria to filter for candidate genes that may drive the high prevalence for obesity in NZO: NZO-specific gene expression in gWAT and location in haplotype blocks that are highly polymorphic between NZO and the two lean strains.

Because underlying genes for a QTL are likely located in genomic regions where the parental strains have different haplotypes (32,33), out of 431 annotated genes we exclusively considered genes as potential candidates for *Nbw14* that are residing in regions that are highly polymorphic between NZO and the other two strains*.* Our survey of the Sanger SNP database further revealed three missense mutations in the two genes *Pnma2* and *Rubcnl* in NZO that are likely to affect protein function. However, we found that these variants were also shared by several lean mouse strains listed in the Sanger database, indicating that these protein polymorphisms are not associated with an obesity phenotype as seen in NZO. Moreover, both genes showed only marginal expression in adipose tissue, defined as our main QTL-target tissue, from our mouse strains and from humans as observed in GTEx transcriptome database (34). However, both genes should not be excluded as candidates for *Nbw14*, since other tissues than adipose tissue, in particular skeletal muscle or the central nervous system (CNS), may be responsible for the phenotype mediated by *Nbw14*. 

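Pnma2 and Rubcnl had similar values in gWAT of the 3 parental strains. Pnma2 had a mean log2 value of 6.46 ± 0.17 (SD, n = 5 mice) in NZO, 6.43 ± 0.25 in C3H and 6.37 ± 0.12 in 129P2. For Rubcnl the means were 6.95 ± 0.16, 6.85 ± 0.07 and 6.94 ± 0.06. Values of different probes cannot be set against each other as expression levels, so these say nothing on how strongly gWAT expresses either gene. Neither gene was called, with log2 fold changes of 0.03 and 0.09 for Pnma2 (adjusted p = 0.974 and 0.798 from limma) and 0.10 and 0.01 for Rubcnl (adjusted p = 0.636 and 0.983).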

*PNMA2* is highly expressed in the brain. The hypothalamus and other areas of the CNS have been established to play a key role in the regulation of energy homeostasis and food intake behaviour (35). In the future, it would be interesting to study a potential role of *PNMA2* in relation to food intake in the CNS.

Our genome-wide transcriptome analysis in gWAT revealed nine genes that either were up- or down regulated in NZO, compared to C3H and 129/P2. Out of these nine candidates, only two genes *Arl11* and *Sgcg* fulfilled our candidate gene criteria, thus representing the most likely candidates underlying the QTL.

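Across all chromosomes, macrophage genes made up the clearest group of higher genes in NZO gWAT. Of 24 macrophage markers, listed before the data were examined, 19 were NZO-specific and higher and none was lower (21 higher when adjusted over the list alone), with a median log2 difference from the lean strains of 1.32. Mpeg1 had log2 fold changes of 2.63 against C3H and 2.29 against 129P2 (adjusted p = 9.01e-07 and 3.72e-06 from limma), Ctss 2.23 and 2.10, and Clec7a 2.52 and 1.95. The genes with the largest increases included Rarres1 (4.01 and 3.98), the proton pump subunit Atp6v0d2 (4.58 and 3.63) and Gpnmb (4.23 and 3.20). In total 1035 genes were NZO-specific, 638 higher and 397 lower. With the motile cilia and liver marker medians as covariates the count was 421. Without the 6 lean arrays on which these genes stood apart, which leaves 2 C3H and 2 129P2 arrays, the count was 256. It was 1700 with quantile normalization repeated (947 higher, 753 lower) and 2905 with weights per array (1525 and 1380). The share of higher genes, 61.6%, reached 70.6% without NZO_545 (924 and 384) and fell to 52.0% without the 4 arrays of narrow spread. Over all genes, whether called or not, all 5 NZO mice lay beyond all 10 lean mice for 835, 468 above and 367 below, where chance gives 0.0666% of genes, or 13.3. Of 19 genes of fatty acid synthesis, 5 were lower and none was higher (12 lower when adjusted over the list alone). Among them were Thrsp (-1.16 and -1.27), Acaca (-0.96 and -1.31) and Fasn (-0.89 and -0.90). Of 10 markers of mature adipocytes, 2 were lower, Pparg (-0.36 and -0.30) and Adipoq (-0.24 and -0.27), and none was higher (4 lower when adjusted over the list alone), with medians of -0.08 against C3H and -0.28 against 129P2. Adipoq did not pass in 9 of the 15 fits with 1 array left out, with smaller fold changes from -0.21 to -0.24. The largest decreases included Adgrg2 (-2.63 and -2.43), Agt (-2.05 and -2.25) and Gstm1 (-2.01 and -2.03). Adgrg2 did not pass without 129P2_306 (smaller fold change -2.12), nor with the motile cilia and liver marker medians as covariates, where its log2 fold change against C3H was -1.22 (standard error 0.35, adjusted p = 0.0883 from limma) after -2.63 (standard error 0.60) without them. Of 22 genes of the extracellular matrix, 6 were higher and none was lower (11 higher when adjusted over the list alone). Of 13 brown and beige adipocyte markers, 4 were higher and none was lower (5 when adjusted over the list alone), among them Ucp1 (3.15 and 1.69), which also differed between C3H and 129P2 (log2 fold change -1.46, adjusted p = 0.00588 from limma). The brown and beige markers had a median log2 difference of 0.45, and 16 skeletal muscle markers had one of 0.44, with 1 higher, Acta1 (1.34 and 1.63), and none lower (the same when adjusted over the list alone). Acta1 did not pass in 7 of the 15 fits with 1 array left out, and its smaller fold change was 0.98 without NZO_543. It lay between 9.46 and 11.41 on 4 NZO arrays, at 8.47 on NZO_658 and at 8.83 or less on all lean arrays. Of 19 interferon response genes, 7 were higher and 1 was lower (10 and 2 when adjusted over the list alone). Of 16 genes of the dystrophin-glycoprotein complex, 1, Dag1, was lower and none was higher (4 lower when adjusted over the list alone). Of 13 endothelial markers 1 was lower (none when adjusted over the list alone; median -0.29), and of 11 mesothelial markers 1 was lower (3 when adjusted over the list alone; median -0.57). The 1 endothelial gene, Erg, did not pass in 11 of the 15 fits with 1 array left out, and the 1 mesothelial gene, Upk3b, in 13; Cox7a1, among the 4 higher brown and beige markers, did not pass in 11. Of 8 genes of MHC class II (median 0.52) and 11 of proliferation (median 0.47), none was called by limma (2 and none higher when adjusted over the list alone). With the set test camera at a preset correlation between genes, 19 of 33 lists passed, among them all 12 named here (Benjamini-Hochberg adjusted p from 8.99e-32 to 0.00277 over the lists). With an estimated correlation, the dystrophin-glycoprotein complex alone passed (adjusted p = 0.0414), and the macrophage markers had an adjusted p of 0.0842. 345 genes differed between C3H and 129P2. This count was 209 to 412 with 1 array left out and 938 with weights per array. It was 53 without the 6 lean arrays set apart by cilia or liver genes, where only 2 arrays per lean strain are left.

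**Figure D4:**
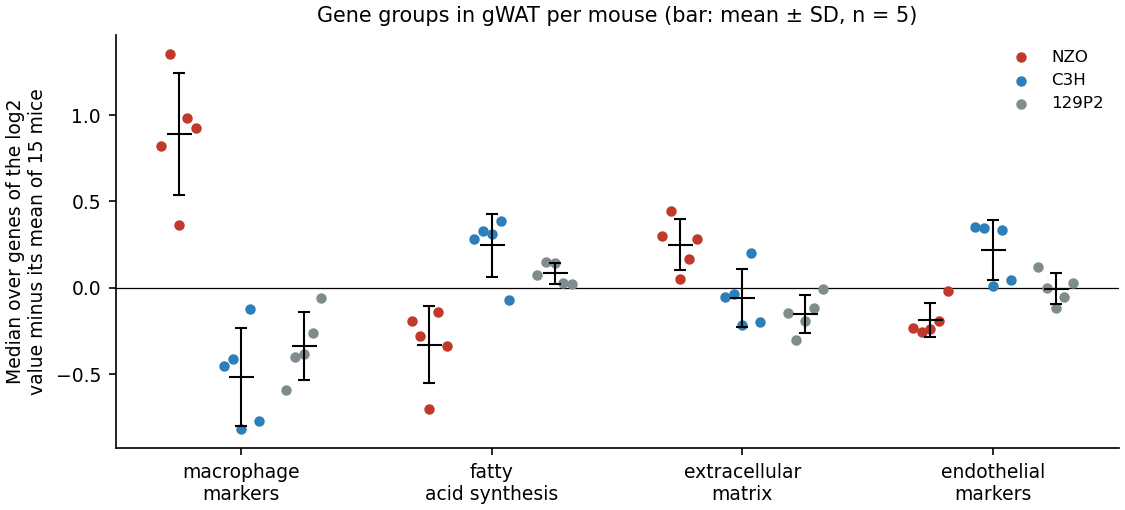
Median over the genes of a group of the log2 array value minus its mean over the 15 mice, for 4 groups of genes in gWAT. Points are mice and bars the mean and SD of each strain (n = 5); the macrophage markers of all NZO mice lie above those of all lean mice.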

Whereas *Arl11* revealed to be upregulated in gWAT from NZO, *Sgcg* expression was exclusively detected in the two lean strains. Interestingly, both genes showed NZO-specific expression exclusively in adipose tissue, whereas in other T2D-relevant tissues, such as skeletal muscle or liver, the mRNA expression was not different between our parental strains. This observation strengthens our hypothesis that both genes are plausible candidates for *Nbw14*, which likely interferes with adipose tissue function in obese NZO mice. In addition, eQTL analysis in gWAT from our N_2_(NZOxC3H) population revealed *cis*-signals for both genes within the *Nbw14* locus, thus providing evidence that both *Arl11* and *Sgcg* harbour a genetic sequence variation between NZO and C3H, presumably within the genes, that may be causal for *Nbw14*. The eQTL approach was already successfully used in the past as a tool to exclude and nominate genes for physiological QTL (36–39).

Due to the results from the gene expression analysis in gWAT from our mouse strains, which revealed clearly higher mRNA levels and expression differences for *Sgcg* than for *Arl11*, we decided to focus on *Sgcg* in this study. Nevertheless, a potential role of *Arl11* driving altered adipocyte function from NZO mice would need to be addressed in future studies. *Arl11* is known to be expressed exclusively in murine and human macrophages where it regulates their activation in response to LPS stimulation (40), indicating a role in the inflammatory response. In context to *Nbw14*, *Arl11* in pro-inflammatory adipose tissue macrophages from NZO mice may contribute to adipose tissue remodelling. It is broadly accepted that the amount of (pro-inflammatory) adipose tissue macrophages increases during obesity, leading to altered secretion profiles, surface marker expression and metabolic function of adipocytes, eventually contributing to the overall dysfunction of the adipose tissue (41). It remains to be investigated whether *Arl11* may take a causal role in this scenario or whether increased mRNA expression in NZO gWAT rather occurs secondarily as a consequence of obesity-induced inflammation.

*Sgcg* belongs to the Sacroglycan (SG) gene family, each of them encoding for a transmembrane glycoprotein. *Sgcg* is a vital component of the SG complex, a subcomplex of the dystrophin–glycoprotein complex, which maintains the integrity of the sarcolemma by linking the cytoskeleton and the extracellular matrix. Research on the SG proteins has been mainly limited to skeletal muscle in relation to muscular dystrophies (42). Recently it was shown that the dystrophin–glycoprotein complex interacts with the insulin receptor and regulates insulin signalling in skeletal muscle (43), suggesting that mutations in this complex contribute to the development of insulin resistance and T2D. Moreover, the disease Duchenne muscular dystrophy, which is caused by dissociation of the dystrophin glycoprotein complex, is associated with reduced insulin sensitivity in humans (44). However, the molecular basis of this interaction and the role of the SG complex remains to be elucidated.

In the present study, we found that retroviral overexpression of *Sgcg* in 3T3-L1 mouse adipocytes results in substantially increased insulin-mediated glucose uptake without affecting basal glucose uptake, suggesting a role of *Sgcg* in insulin action and energy metabolism. However, measurement of cellular lipid levels by Oil Red O staining failed to reveal any differences compared to control cells. More detailed studies are required to clarify whether deficiency in *Sgcg* may affect fatty acid uptake or de novo lipogenesis. Moreover, additional gene variants, including *Pnma2*, *Rubcnl* and *Arl11*, may also contribute to the phenotype mediated by *Nbw14*. We did not observe any changes in phosphorylated AKT (pAKT) levels between SGCG overexpressing vs. control cells, indicating that SGCG affects glucose transport downstream of AKT signalling, possibly at the level of GLUT4 vesicle trafficking. While the role of the SG complex in adipocytes remains unclear, β-sarcoglycan null mice, which lack the SG complex in adipose tissue and skeletal muscle, develop glucose-intolerance and whole body insulin resistance specifically due to altered insulin-stimulated glucose uptake in skeletal muscle (45). Further studies of *Sgcg* function in adipocytes are required to investigate this mechanism.

Finally, our expression analysis in human adipose tissue as well as different gWAS indicates that *SGCG* is also relevant for the pathogenesis of obesity and T2D in humans. Interestingly, we found a significant correlation of *SGCG* expression with BMI and body fat mass in human subcutaneous as well as visceral adipose tissue exclusively in T2D subjects, whereas no correlation was found in the healthy control group. This observation shows that *SGCG* can be used as a novel genetic marker for metabolically unhealthy obesity in humans. In line with our mouse data, which argue for a beneficial role of *Sgcg* on glucose homeostasis, we speculate that elevated levels of SGCG in diabetic humans may be compensatory to insulin resistance.

Interestingly, a common SNP (rs679482) that disrupts a functional enhancer intronic to *SGCG* has been associated with weight loss in response to energy restriction (46). Another SNP (rs9552911) in the human *SGCG* gene has been associated with T2D in a Chinese (47) as well as in a South Asian population (48). These findings indicate that there may also be a causal relationship between *SGCG* function and T2D pathogenesis in humans.

In conclusion, we again provide evidence that the comparative analysis of multiple inbred populations generated with one common breeding can substantially improve the mapping resolution of disease genes. Our strategy allowed the identification of *Sgcg* as a novel potential obesity-modifier gene in adipose tissue, which was successfully validated by our *in vitro* studies. Moreover, our translational approach shows that *Sgcg* represents a novel genetic marker for metabolically unhealthy obesity. Future studies are necessary to elucidate the mechanism by which *Sgcg* increases insulin-sensitivity in adipocytes. Nevertheless, since there is evidence that QTL regions may include multiple genes that contribute to the phenotype (49), it may be possible that further gene variants, including *Pnma2*, *Rubcnl* and *Arl11*, that may also act in other tissues, exert effects on regulatory circuits in the *Nbw14* locus. This may also include non-coding SNPs, indels, copy number polymorphisms, and yet unknown de novo mutations.

## Materials and Methods

### Animals and breeding strategy

All experiments were approved by the Ethics Committee (reference: 84–02.04.2013.A118) of the State Ministry of Agriculture, Nutrition and Forestry (State of North Rhine-Westphalia, Germany). Diabetes-prone NZO/Hl (NZO; German Diabetes Centre Duesseldorf) (50) and diabetes-resistant 129P2/OlaHsd (129P2; German Institute of Human Nutrition, Nuthetal, Germany) and C3HeB/FeJ (C3H; Helmholtz Center Munich, Germany) (51) mice were housed at three to six mice per cage (Macrolon type III) at a constant temperature of 22°C and a 12 h light–dark cycle (lights on at 6 a.m.). Animals had free access to food and water *ad libitum*. Female NZO and male 129P2 or C3H mice, respectively, were used to generate a F_1_ generation (NZOx129P2; NZOxC3H), and male F_1_ offspring was subsequently backcrossed with NZO females (N_2_: NZOxF_1_). For each backcross generation N_2_(NZOx F_1_(NZOxC3H)) and N_2_(NZOx F_1_(NZOx129P2)), approximately 300 females were generated, designated N_2_(NZOxC3H) and N_2_(NZOx129P2). After weaning at the age of 21 days, all experimental animals received a HFD containing 45 kcal% fat, 20 kcal% protein and 35 kcal% carbohydrates with 4.73 kcal/gm energy (D12451 Research Diets Inc., New Jersey, USA). At 21–22 weeks of age, mice were fasted for six hours before they were sacrificed by cardiac puncture under isoflurane anaesthesia. For the collection of gWAT for subsequent microarray analysis, NZO, C3H and 129P2 mice were sacrificed at 6 weeks of age.

### Genotyping

Genomic DNA was isolated from mouse tail tips using the InViSorb Genomic DNA Kit II (Invitek, Berlin, Germany). The genotyping was performed by KASP (Kompetitive Allele Specific PCR) using appropriate SNP assays (LGC genomics, Teddington, UK). Informative SNP markers (105 for N_2_(NZOx129P2) and 110 for N_2_(NZOxC3H)) (Supplementary Material, File S1) polymorph between NZO and 129P2 or C3H, respectively, were selected in a distance of 20 Mbp for each chromosome.

### Body weight and body composition

Body weight was determined at weeks 3, 6, 10, 15, 18 and 20 using an electronic scale. Body composition was measured at weeks 3, 6, 10 and 15 by noninvasive nuclear magnetic resonance spectroscopy (EchoMRI™-100 System, Echo Medical Systems, Houston, USA).

### Blood glucose levels

Blood glucose was measured at weeks 3, 6, 10, 15, 18 and 20 in the morning between 8 and 10 am using a CONTOUR® XT glucometer (Bayer Consumer Care AG, Leverkusen, Germany).

### RNA extraction and microarray analysis

Total RNA from gonadal adipose tissue (gWAT) (collected from 6-weeks old NZO, C3H and 129P2 mice, *n* = 5 per strain) and 3T3-L1 cells was isolated using the RNeasy mini kit (QIAGEN, Hilden, Germany) including DNAse digestion according to the manufacturer’s instructions. For microarray analysis of the gWAT, the quality of the isolated RNA was tested using an RNA 6000 nano kit (Agilent Technologies, Taufkirchen, Germany). Only samples with RIN values >8 were selected for subsequent microarray analysis. Genome wide expression analyses (*n* = 5 per genotype) were performed with 150 ng RNA using Affymetrix-Chip (GeneChip® Mouse Gene 1.0 ST Array) as previously described (11).

### cDNA synthesis and qRT-PCR

cDNA was synthesized using GoScript™ Reverse Transcriptase Kit (Promega, Madison, USA) using 500 ng RNA. For qRT-PCR, the GoTaq® qPCR Master Mix (Promega, Madison, USA) on a QuantStudio 7 Flex PCR System (Applied Biosystems, Foster City, USA) was used. *Tpb* was used as an endogenous control for gWAT from NZO, C3H and 129P2 mice; *Actb* for gWAT from all N_2_ mice; and *Hprt* for 3T3-L1 cells. Gene expression was quantified using the 2^−ΔΔCT^ method (52). For eQTL analysis, we used 2^-ΔCT^ expression values for linkage scans with R/qtl package of R as described below.

### Cell culture and differentiation of 3T3-L1 cells

3T3-L1 fibroblasts (Cl-173, ATCC, USA, negatively tested for mycoplasma contamination) were cultured in Dulbecco’s Modified Eagle Medium (Thermo Fisher Scientific) with 25 mM glucose, supplemented with 10% new-born calf serum and 1% penicillin/streptomycin. For differentiation into adipocytes, the fibroblast were grown to confluence and incubated with differentiation medium #1 (Dulbecco’s modified Eagle’s medium with 25 mM glucose, 10% fetal calf serum, 1% penicillin/streptomycin, 1 μg/ml insulin, 1 μM dexamethasone, 2 μM rosiglitazone and 0.5 μM IBMX. On day 7 of differentiation, differentiation medium #1 was replaced with differentiation medium #2 (medium #1 without dexamethasone, rosiglitazone and IBMX), and cells were cultured for additional 7 days until functional investigation.

### Retroviral overexpression

ORF sequence of the *Sgcg* cDNA clone (Clone ID: OMu09100C, NM_011892.3, GenScipt) was subcloned into the retroviral vector pMSCV-puro (Addgene plasmid #68469) using the XhoI-EcoRI restriction site. *Sgcg*-pMSCV-puro and empty pMSCV-puro plasmids were transfected to Plat-E packaging cells (kindly provided from Prof. Dr Stork from the University of Duesseldorf, Germany) using Lipofectamin 2000 (Thermo Fisher Scientific). 48 hours post transfection, culture supernatants were centrifuged for 4 min at 300 x g, 6 μg/ml polybrene was added, and the viruses were added to 3T3-L1 fibroblasts overnight. Drug selection by 4 μg/ml puromycin was initiated 24 hours after infection.

### Oil Red O staining

Retroviral transduced 3T3-L1 fibroblasts were seeded into collagen-coated 12-well plates (30 000 cells per well) and differentiated to adipocytes. Adipocytes were rinsed with PBS twice and fixed with 4% formalin in PBS for 60 min. The cells were washed with 60% isopropanol twice and dried before the addition of freshly diluted Oil Red O solution. Oil Red O was prepared by diluting a stock solution (0.5 g of Oil Red O; Sigma) in 100 mL of isopropanol with water (60:40 vol/vol), followed by filtration. Cells were stained for 20 min and then washed 4x with water before they were photographed. Finally, the Oil Red O dye was extracted by adding 100% isopropanol, the solution was transferred to 96-well plates and quantified at OD 500 nm.

### Glucose uptake

Retroviral transduced 3T3-L1 fibroblasts were seeded into collagen-coated 96-well plates (7500 cells per well) and differentiated into adipocytes. One day prior the assay, cells were starved for 24 hours with DMEM without serum and antibiotics. Cells were either left untreated or stimulated with 100 nM insulin for 1 hour at 37°C. Uptake of 2-deoxy-D-glucose in the adipocytes was measured using glucose uptake-GloTM assay kit (Promega, Madison, WI, USA) and luminescence intensity (Relative light unit, RLU) was quantified according to the manufacturer’s instructions.

### Expression analysis in humans

Paired samples of subcutaneous and omental visceral adipose tissue were obtained from 55 individuals (37 women, 18 men). The age ranged from 16 to 85 years and the BMI from 16 to 76 kg/m^2^. All adipose tissue samples were collected during laparoscopic abdominal surgery as described previously (53). Subsequently, adipose tissue biopsies were processed and gene expression was quantified as described previously (13). According to American Diabetes Association (ADA) criteria (54), the cohort was subdivided into patients with T2D and healthy normoglycemic controls.

### Linkage analysis

Distributions of phenotypic data were tested for normality by the use of the D’Agostino-Pearson omnibus test (GraphPad Software Inc., La Jolla, CA, USA). While body weight and body composition data sets were normally distributed, blood glucose data sets were log2-transformed to achieve normal distribution. QTL analyses including the genetic map, genotyping errors and linkage between individual traits and genotypes were performed on N_2_(NZOx129P2) (307 females) and N_2_(NZOxC3H) (310 females) populations using the R/qtl 1.40–8 package (55) of R (version i386 3.3.2). Single-QTL genome scans were performed by interval mapping with the Expectation–maximization (EM) algorithm (56). The significance thresholds (*P* < 0.05) for linkage were estimated by 1000 permutations (57). For the eQTL analysis, mRNA expression levels (2^-ΔCT^) from the N_2_(NZOxC3H) population were used as quantitative traits and mapped to the genome in a non-parametric linkage analysis as described above.

### Sequence and haplogroup analysis

Data for mouse SNPs and SNP-Gene assignments were from the Sanger Welcome Trust Institute Database (https://www.sanger.ac.uk/sanger/Mouse_SnpViewer). Coding nonsynonymous SNPs were analyzed for their potential impact on protein function using the ‘SIFT’ algorithm (http://sift.jcvi.org; (30). The chromosomal region was dissected into intervals of 250 kb to determine the frequency of polymorphic SNPs between the mouse strains as described previously (11). A window of 250 kb exceeding the threshold of 100 SNPs was defined as polymorphic according to the assumption NZO ≠ C3H, 129P2. For the determination of the total number, all SNPs annotated for the C57BL/6 J reference genome with calls for C3H/HeJ, 129P2/OlaHsd and NZO/HlLtJ were counted.

### Statistical analysis

Data are presented as mean values ± SEM. Statistical significance was reported by two-tailed Student’s t-test or one/two-way analysis of variance followed by *post hoc* Bonferroni test as appropriate. The Pearson correlation test was used to determine the relationship between *SGCG* expression and metabolic parameters in human subjects. Differences were considered significant when *P* < 0.05. Statistical analysis was conducted by GraphPad Prism 8 (GraphPad Software Inc., La Jolla, CA, USA).

## Data availability

Supplementary Material, File S1 contains R/qtl formatted mapping information, including mouse IDs, phenotype and gene expression data, and SNP marker identifiers, locations, and genotypes (A = NZO/NZO, H=NZO/C3H or NZO/129P2) from females of both N_2_(NZOxC3H and NZOx129P2) populations. Supplementary Material, File S2 contains further data supporting material. Supplementary Material, File S3 lists all annotated SNPs according to NZO ≠ C3H and 129P2 from all 83 genes located in regions that were defined as polymorphic between NZO and the other two strains. Microarray data are available under accession number GSE197101 (password: unqdeseynfcxnyf).

## Supplementary Material

File_S1_ddac150

File_S2_ddac150

File_S3_ddac150

# Supplementary material for: Comparative genomic analyses of multiple backcross mouse populations suggest SGCG as a novel potential obesity-modifier gene
**Source:** Hum Mol Genet. 2022 Jul 7;31(23):4019–33. doi: 10.1093/hmg/ddac150
**Supplement:** File_S2_ddac150

**Supplementary materials**

**Comparative genomics of multiple backcross mouse populations identifies *SGCG* as a novel potential obesity-modifier gene**

Tanja Kuhn^1,2^, Katharina Kaiser^1,2^, Sandra Lebek^1,2^, Delsi Altenhofen^1,2^, Birgit Knebel^1,2^, Ralf Herwig^4^, Axel Rasche^4^, Angela Pelligra^1,2^, Sarah Görigk^1,2^, Jenny Minh-An Khuong^1,2^, Heike Vogel^2,3^, Annette Schürmann^2,3^, Matthias Blüher^5^, Alexandra Chadt^1,2^ and Hadi Al-Hasani^1,2§^

Rehbruecke, Nuthetal, D-14558, Germany

**Table S1: Primers used for quantitative real-time PCR.** Primer sequences were synthesized by Eurogentec (Seraing, Belgium). Primers were dissolved in nuclease free water to reach a final concentration of 10 nM. Fwd, Forward; Rev, Reverse.

| **Target** | **Sequence 5'→3'** |
| --- | --- |
| *Actb* | Fwd: CCACCATGTACCCAGGCATT  Rev: AGGGTGTAAAACGCAGCTCA |
| *Arl11* | Fwd: GGGAGGATGTCTGCCCTAAC  Rev: CACTGAGCTCCTACCCTCTG |
| *Hprt* | Fwd: GGGCTTACCTCACTGCTTTC  Rev: TCTCCACCAATAACTTTTATGTCC |
| *Sgcg* | Fwd: CCCCAACTCGGAGTCTAAGC  Rev: ATCCAGCACCAGCACTCCTT |
| *Tbp* | Fwd: GCGGCACTGCCCATTTATTT  Rev: GGCGGAATGTATCTGGCACA |

**Table S2: Coding non-synonymous single nucleotide polymorphisms from genes in NZO-polymorphic haplotype blocks within the critical QTL region of *Nbw14*.** The Sanger database (REL-1505 - GRCm38; https://www.sanger.ac.uk) was queried for SNPs where NZO/HILtJ differed from both C3H/HeJ and 129P2/OlaHsd. SNPs were analyzed for their potential impact on protein function using the 'Sorting Tolerant From Intolerant' (SIFT) algorithm^1)^. Reference allele in bold face. As SIFT score below 0.05 predicts a deleterious impact of the substitution (rows highlighted in red).

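The table lists substitutions from genome sequences, and SIFT scores how well a protein is expected to tolerate each of them. It holds no expression values. In gWAT of the parental strains, 11 of its 16 genes had a probeset named in the annotation of the array. None of the 11 was NZO-specific by limma (none also when adjusted over the list alone), and their median log2 difference between NZO and the lean strains was 0.03. Without the 4 arrays of narrow spread, 1 of them, Xpo7, was called and lower in NZO. Of all 19936 genes 1035 were NZO-specific, and at that share 11 genes can easily hold none. How far the signal of these genes lay over background was not measured.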

| **Position Chr.14** | **Symbol** | **dbSNP** | **NZO** | **C3H** | **129**  **P** | **Protein positionn** | **Amino acid exchange** | **SIFT (score)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 56.674476 | *Mphosph8* | rs51133706 | A | **A** | T* | 319 | I⇒F | deleterious_low_confidence(0.03) |
| 61.173404 | *Sacs* | rs31485808 | G | **G** | A | 43 | G⇒S | tolerated_low_confidence(1) |
| 61.191245 | *Sacs* | rs50964652 | C | **C** | T | 251 | T⇒I | tolerated(0.25) |
| 63.017855 | *Defb43* | rs30487752 | A | **A** | G | 46 | I⇒V | tolerated(1) |
| 63.492747 | *Tdh* | rs30372412 | T | **T** | C* | 361 | N⇒S | tolerated(0.38) |
| 63.494406 | *Tdh* | rs30191872 | A | **A** | C* | 148 | V⇒G | deleterious_low_confidence(0.01) |
| 64.079295 | *Prss55* | rs30887883 | T | **T** | C* | 133 | T⇒A | tolerated(0.62) |
| 64.210466 | *Msra* | rs30425928 | A | **A** | T | 167 | L⇒M | tolerated(0.99) |
| 66.916319 | *Pnma2* | rs218806527 | C* | **C*** | T | 64 | A⇒V | tolerated(1) |
| 66.916336 | *Pnma2* | rs261717416 | G* | **G*** | A | 70 | V⇒M | tolerated(0.22) |
| 66.916895 | *Pnma2* | rs51829749 | A* | **A*** | G | 256 | K⇒R | tolerated(0.81) |
| 66.916957 | *Pnma2* | rs213604667 *^2)^* | T* | **T*** | C | 277 | W⇒R | deleterious(0.03) |
| 66.917145 | *Pnma2* | rs48457414 | G* | **G*** | C | 339 | E⇒D | tolerated(0.64) |
| 66.917150 | *Pnma2* | rs47442422 | G* | **G*** | A | 341 | C⇒Y | tolerated(0.18) |
| 68.120488 | *Nefm* | rs30628515 | A | **A** | G | 699 | L⇒P | tolerated_low_confidence(0.57) |
| 68.120700 | *Nefm* | rs31493517 | G | **G** | C | 628 | H⇒Q | tolerated(0.61) |
| 68.511273 | *Adam7* | rs50173050 | G* | **G*** | C | 508 | D⇒E | tolerated(1) |
| 68.511322 | *Adam7* | rs30102562 | T* | **T*** | C | 492 | K⇒R | tolerated(1) |
| 68571782 | *Adamdec1* | rs31027450 | C | **C** | G | 244 | V⇒L | tolerated(1) |
| 68.573170 | *Adamdec1* | rs49797727 | T | **T** | C | 179 | E⇒G | tolerated(1) |
| 68.607459 | *Adam28* | rs48702506 | C | **C** | T | 793 | R⇒K | deleterious_low_confidence(0) |
| 68.607460 | *Adam28* | rs51015410 | C | **C** | T | 793 | E⇒K | deleterious_low_confidence(0) |
| 68.607501 | *Adam28* | rs46017957 | A | **A** | G | 779 | I⇒T | tolerated_low_confidence(0.08) |
| 68.607518 | *Adam28* | rs47251533 | G | **G** | T | 773 | N⇒K | tolerated_low_confidence(0.24) |
| 68.609929 | *Adam28* | rs49319969 | G | **G** | A | 706 | P⇒S | tolerated(0.1) |
| 68.633158 | *Adam28* | rs30237700 | G | **G** | C | 355 | F⇒L | tolerated(0.65) |
| 68.637442 | *Adam28* | rs50839273 | G | **G** | C | 262 | A⇒G | tolerated(0.34) |
| 68.642038 | *Adam28* | rs47274101 | A | **A** | G | 187 | V⇒A | tolerated(0.48) |
| 68.649511 | *Adam28* | rs46458375 | C* | **C*** | A | 18 | G⇒V | tolerated(0.3) |
| 70.652367 | *Npm2* | rs50768380 | A* | **A*** | C | 36 | C⇒G | tolerated(0.05) |
| 70.696562 | *Xpo7* | rs31356904 | T | **T** | C | 251 | N⇒S | tolerated(0.25) |
| 73.661260 | *Gm21750* | rs579025520 | A | **A** | T | 12 | K⇒N | deleterious_low_confidence(0.02) |
| 73.661271 | *Gm21750* | rs582083288 | A | **A** | T | 16 | H⇒L | deleterious_low_confidence(0.01) |
| 75.032184 | *Rubcnl* | rs37259725 | G | **G** | A | 94 | S⇒N | tolerated(0.16) |
| 75.032213 | *Rubcnl* | rs259999767 | T | **T** | A | 104 | S⇒T | tolerated(0.16) |
| 75.036104 | *Rubcnl* | rs231759601 | A | **A** | G | 252 | D⇒G | tolerated(0.74) |
| 75.036145 | *Rubcnl* | rs247293487 | A | **A** | G | 266 | M⇒V | tolerated(1) |
| 75.036164 | *Rubcnl* | rs260796638 | T | **T** | C | 272 | I⇒T | tolerated(0.65) |
| 75.036203 | *Rubcnl* | rs229401080 *^3)^* | G | **G** | A | 285 | G⇒D | deleterious(0.02) |
| 75.038895 | *Rubcnl* | rs263265462 | A | **A** | C | 330 | T⇒P | tolerated(0.13) |
| 75.038896 | *Rubcnl* | rs36639039 *^4)^* | C | **C** | T | 330 | T⇒M | deleterious(0.04) |
| 75.260702 | *Cpb2* | rs46826569 | G | **G** | C | 102 | E⇒Q | tolerated(0.15) |

^1)^ Kumar, P., S. Henikoff and P. C. Ng, 2009 Predicting the effects of coding non-synonymous variants on protein function using the SIFT algorithm. Nat Protoc 4: 1073-1081. ^2)^ 25 out of 37 strains from the Sanger database share C allele (W⇒ R) for rs213604667. ^3)^ 4 out of 37 strains from the Sanger database share A allele (G⇒ D) for rs229401080: MOLF/EiJ, NOD/ShiLtJ, NZO/HlLtJ, PWK/PhJ. ^4)^ 4 out of 37 strains from the Sanger database share T allele (T⇒ M) for rs36639039: MOLF/EiJ, NOD/ShiLtJ, NZO/HlLtJ, PWK/PhJ.

**
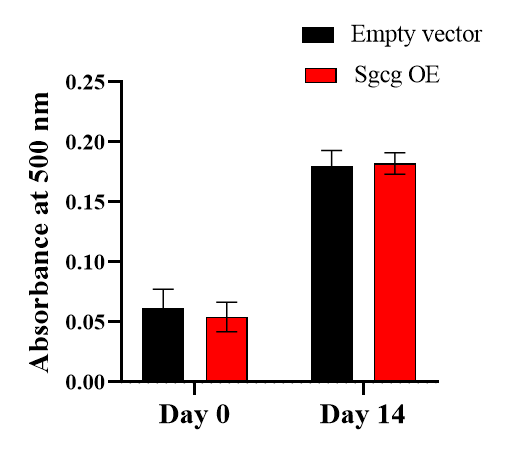
**

**Figure S1: Measurement of lipid accumulation in *Sgcg* overexpressing 3T3-L1 vs. control adipocytes.** Undifferentiated 3T3-L1 cells were infected with either a retrovirus carrying cDNA from *Sgcg* (*Sgcg* OE) or the empty pMSCV-puro vector as control. Lipid accumulation was measured by Oil-Red-O staining before differentiation (Day 0) and in fully differentiated adipocytes (Day 14). Bars represent mean values ± SEM from nine different experiments. Statistical differences were calculated by 2-way ANOVA followed by post hoc Bonferroni test.

**
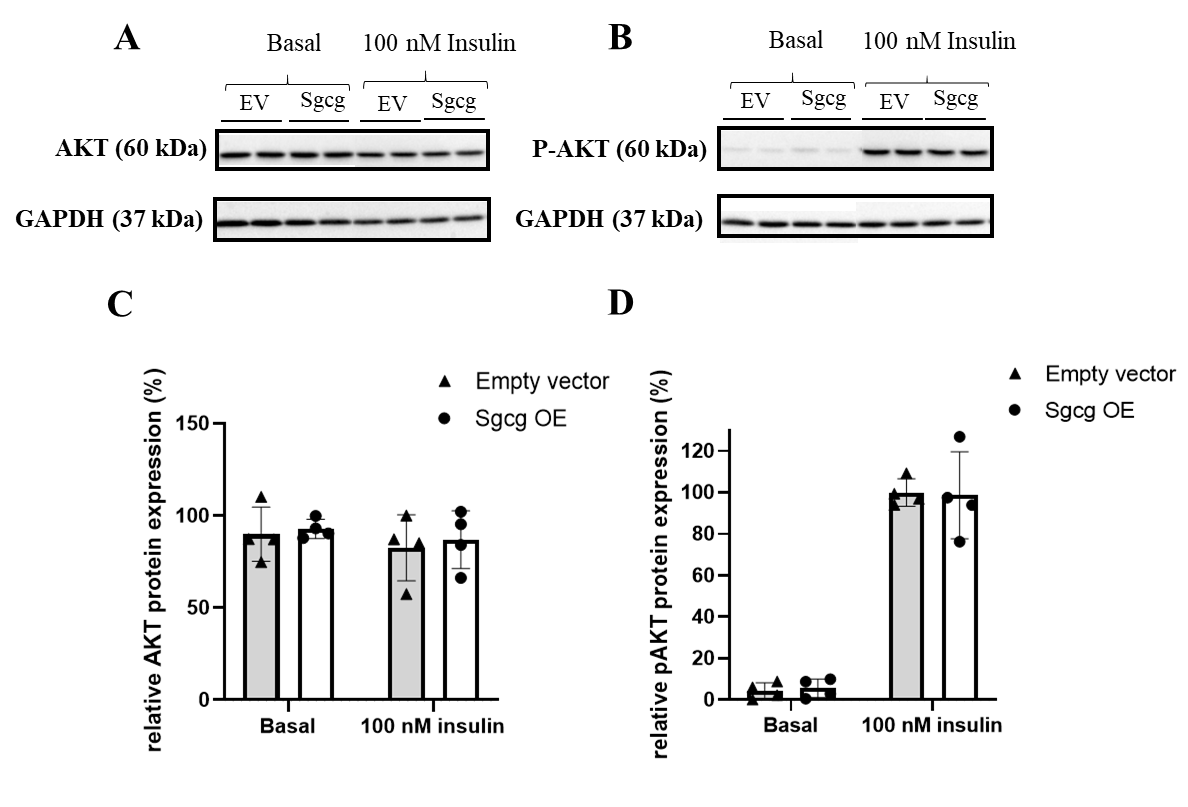
**

**Figure S2: Western blot analysis of the expression of AKT and phoyphorylated AKT in *Sgcg* overexpressing 3T3-L1 vs. control adipocytes.** Undifferentiated 3T3-L1 cells were infected with either a retrovirus carrying cDNA from *Sgcg* (*Sgcg* OE) or the empty pMSCV-puro vector as control and differentiated into adipocytes. Cells were harvested before (basal) and after stimulation with 100 nM insulin for 60 min. Representative Western blot membranes from *Sgcg* overexpressing and control adipocytes after analysis of AKT (**A**) and phoyporylated AKT (pAKT, **B**). Quantification of protein abundance for AKT (**C**) and pAKT (**D**). Data are presented as mean ± SEM from four different experiments. Empty vector vs. *Sgcg* OE (unpaired two-tailed Student t test).

How the deposited data were processed for this re-analysis (not part of the article)

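Gene expression was measured in gWAT of 5 NZO, 5 C3H and 5 129P2 male mice, 1 array per mouse, at 6 weeks of age on a high-fat diet. The files hold 1 table with a log2 value for each of 35556 probesets and 15 arrays, made by the authors with RMA in Expression Console; the notes give no version, and values per probe were not used here. No further normalization was applied. Arrays give no counts, so that precision is limited by the number of arrays. Samples were grouped by strain from the labels. The other tissues of Fig. 6, the backcross populations, the quantitative PCR and the cell experiments have no values in the deposited table and were left out. File S1, which the paper describes as holding data of the backcross females, was not analysed here. Sgcg and Adra1a were not analysed here, because the annotation of the array names no probeset for them.

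Probesets were named from an annotation of the array that names 21789 of them by 1 gene symbol and 1621 by several, and does not list 12146. Of those named by 1 symbol, 21698 matched the GRCm38.p6 gene table by gene ID and 3 by accession, and 88 did not match. Where a gene had several probesets, as 1001 genes did, the one with the highest mean over all arrays was used. The 19936 genes were compared in limma 3.58.1 (R 4.3.3), with 1 mean per strain and moderated by eBayes with a single prior variance. Genes with an adjusted p under 0.05 (Benjamini-Hochberg) were counted for each pair of strains. NZO-specific genes passed against both lean strains in the same direction. Genes that overlap 53 to 75 Mb of chromosome 14 formed the Nbw14 region.

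Before the data were examined, 34 lists of genes were written down, and 450 of their 501 entries were measured. 33 of the lists were tested with camera in limma (not the erythroid markers, of which 2 genes were measured), NZO against the mean of the lean strains, with a correlation between genes of 0.01 and again with an estimated one. The genes named in the text were the genes the paper names, the 10 NZO-specific genes per direction with the largest smaller fold change whose NZO arrays all lie beyond the lean arrays, up to 10 in the Nbw14 region, 5 per direction between C3H and 129P2, up to 3 per list and direction, and the genes used to check the sex of the mice. Lcp1, Rsph4a, Alb, Cyp2e1, Prm2 and Xpo7 were named after their values were seen. Exact two-sided permutation tests compared the mean log2 values of 2 strains for single genes. Correlations used strain-centred values and 100000 permutations within strains.

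Alternatives set before the data were examined were a repeated quantile normalization, centring on the array median, a filter at the 40th percentile of the means, eBayes with a trend and robust prior, weights per array, separate fits of 2 strains, the mean of all probesets of a gene, leaving out each array in turn, the one-sided Wilcoxon test that the paper names (run as a rank-sum test, since mice of different strains are not pairs) and its two-sided t-test, a ratio of at least 1.3, and adjustment over the region alone. Alternatives added after seeing the data left out the 4 arrays of narrow spread, took the first principal component of the strain-centred values as a covariate, took the median log2 values of motile cilia genes and of liver genes as covariates, left out the 6 arrays on which these stood apart, and extended the region by 0.5 Mb. 5 lists of markers of other tissues, of motile cilia, liver, kidney, testis and seminal vesicle, were also added then. The model was tested on simulated data with 200 changed genes in 3 runs. It recovered 24.5% of genes that differed by 0.5 on the log2 scale and 91.2% of those that differed by 1. The mean of false NZO-specific calls was 0, but so few runs cannot give the rate of false calls. In 100 simulated data sets without an effect, a mean of 94.0 genes was higher and 69.8 lower in both comparisons. The highest such counts were 4880 and 4230. Counts were also compared with those of 100 splits of the same arrays. Tables were made and figures drawn in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.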

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

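The tests on the shares of other cell types, on lymph node markers, on motile cilia and liver markers, on variants under the probes, and all values without the 4 arrays of narrow spread were chosen after the results were seen; the correlations with the macrophage markers were chosen before.

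Single arrays stood apart from the other 4 of their strain for 24 of 285 groups of 5 arrays, where chance gives 14.2, about 1 in 20. The values are log2 array values. On NZO_545, Ubd (8.05), Tbp (8.26), Kdm5d (7.40) and Uty (8.06) were far below and Cideb (8.03), Pnma2 (6.77) and Xist (6.38) far above the other NZO arrays. On C3H_114, Hprt (9.77), Cd209f (7.97), Fasn (12.35) and Hadh (12.09) were far below the other C3H arrays. On 129P2_298, Eif2s3y (9.35) was far below the others. These 3 arrays are among the 4 with a narrow spread, on which low genes read higher and high genes lower. On NZO_543, Arl11 (9.25) and Cox7a1 (9.59) were the highest and Zfp185 (6.94) the lowest. On NZO_658, Clu (10.44) and Upk3b (9.97) were the highest and Nrg4 (9.76) the lowest. The others were Il7r (7.08) and Timp1 (7.99), highest on C3H_112, Phf11a (6.16) and Pdgfrb (9.35), lowest on C3H_111, Gstm1 (11.79), lowest on 129P2_285, and Ccl3 (6.36), lowest on 129P2_306.

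5 signals lie in genes outside those the paper names or in a probeset without a gene name. Outside the Nbw14 region, 1027 genes were NZO-specific. The macrophage markers had a median log2 difference of 1.32. The motile cilia genes reached a median log2 value of 8.23 on C3H_111, and the liver genes 11.44 on 129P2_298. A probeset that the annotation does not list, 10420616, had the largest decrease of all probesets, with a log2 fold change of -3.75 against C3H.

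Macrophage markers were higher in gWAT of all NZO mice, with a median log2 difference of 1.32 from the lean strains. The 4 arrays of narrow spread do not account for this, since the median was 1.42 without them. A lower share of adipocytes would raise the markers of every other cell type alike, whereas the medians of 4 other non-adipocyte lists, endothelial, mesothelial, preadipocyte and fibroblast, and smooth muscle, were at most -0.17. Lymph node tissue would bring T cells and B cells, and the higher of their medians was 0.10. The T cell list passed camera as higher at the preset correlation (adjusted p = 0.0132) but not at the estimated one (adjusted p = 0.569). A larger number of macrophages or a higher expression per macrophage in the obese strain stays open as a hypothesis, and the design cannot separate strain from obesity.

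Arl11 was higher in gWAT of all NZO mice, by 0.90 on the log2 scale against the mean of the lean strains. The 4 arrays of narrow spread do not account for it, since the difference was 1.01 without them. A larger macrophage share could raise Arl11, whose difference lies within that of the macrophage markers (0.05 to 2.46), but within strains Arl11 did not follow the macrophage marker median over 15 arrays (Pearson r = -0.0159, permutation p = 0.96, Spearman rho = -0.0286, permutation p = 0.933, adjusted p = 0.96 over 3 relations; r = -0.484 without the 2 arrays farthest from the median), while without the 4 arrays of narrow spread r was 0.449 (permutation p = 0.204; -0.0835 without 2 further arrays), and so few arrays leave both readings open. In the same family, r was 0.953 for Slc7a7 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3e-05; 0.95 without the same 2 arrays) and 0.495 for Dok2 (permutation p = 0.104, adjusted p = 0.156; 0.231 without them). How much a strain variant under the probes adds to the array difference cannot be told apart from a change in expression, because values per probe were not analysed here; File S3 places 1 variant within an exon of Arl11, at which NZO has the reference allele. The paper's qRT-PCR in gWAT, which does not use these probes, also gives Arl11 higher in NZO. The differences in cycles that the paper reports are far larger than the array ratios, 1.84 against C3H and 1.90 against 129P2. The 2 measures share the direction and not the size, and the reason was not tested.

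Cideb was lower in gWAT of NZO on average, by 0.79 on the log2 scale (standard error 0.32), and did not pass the test. Leaving out the 4 arrays of narrow spread did not shrink the difference, which was -0.90 without them. Cideb did not pass there either (adjusted p = 0.107 against C3H and 0.271 against 129P2 from limma). RNA from other tissue in some lean samples is a candidate source: on the 6 lean arrays on which motile cilia or liver genes stood apart, Cideb averaged 8.93, against 7.52 on the other 4 lean arrays and 7.57 in NZO. With the medians of both lists as covariates, the difference from the lean strains was 0.16 (standard error 0.09). Rsph4a, a cilia gene, had 9.55 on C3H_111 and between 5.60 and 6.17 on the 10 arrays not raised for cilia, and Alb had 13.05 on 129P2_298, while Cyp2e1, also on the liver list, lay between 10.20 and 12.82 on all arrays, so that gWAT expresses at least 1 of the 12 measured. How such RNA reached the samples is not known, and a lower Cideb expression in adipocytes of NZO was not tested separately.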

How the results depend on the processing

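Alternatives without the narrow arrays, with covariates, without the arrays of high cilia or liver markers, and with the extended region were chosen after seeing the data. The 1648 genes between NZO and C3H, 1882 between NZO and 129P2, 345 between C3H and 129P2, 1035 NZO-specific genes and 8 NZO-specific genes of the region, in this order, became 2787, 2854, 675, 1700 and 18 with quantile normalization repeated, and 4675, 4983, 938, 2905 and 30 with weights per array; array median centring gave 220 between C3H and 129P2, and separate fits of 2 strains gave 1073 between NZO and C3H and 5 in the region. The unadjusted Wilcoxon test gave 4586, 5971, 2927, 2776 and 31 and the unadjusted t-test 3282, 4437, 1941, 2060 and 21. The adjusted Wilcoxon test gave 0 between NZO and C3H, 0 between C3H and 129P2, 0 NZO-specific and 0 in the region, but 2251 between NZO and 129P2. Between NZO and C3H, the smallest rank-sum p possible, 0.00397, became an adjusted p of 0.0600. No gene could therefore pass there or be NZO-specific in that test. The adjusted t-test gave 788 between NZO and C3H, 144 between C3H and 129P2 and 559 NZO-specific genes. Without the 4 narrow arrays the counts were 3532, 3926, 742, 2171 and 23, with the first component as a covariate 4877, 5777, 4069, 2735 and 34, with the cilia and liver covariates 672, 899, 421 NZO-specific and 3 in the region, and without the 6 arrays with high cilia or liver markers, which leaves 2 C3H and 2 129P2 arrays, 457, 728, 53, 256 and 1 (Arl11). Apart from this limit of the adjusted Wilcoxon test, the cause of these shifts was not tested. Leaving out 1 array in turn gave 1238 to 2173, 1408 to 2403, 209 to 412, 790 to 1308, and 6 to 13 in the region, the last without NZO_545; between C3H and 129P2 the count fell by over 1.5 times without C3H_109 (209), 129P2_304 (226), 129P2_306 (212) and 129P2_307 (212). Arl11 kept its direction in all alternatives run and its call in all but the adjusted Wilcoxon test against C3H (0.89), where no gene could pass. Leaving out 1 array gave 0.77 to 0.99 against C3H and 0.79 to 0.96 against 129P2. Of the named genes, Cideb reversed with the cilia and liver covariates (0.15); 284 other results on named genes were weaker, 23 stronger and 2495 the same, and for the gene lists 31, 25 and 764. How far signal lay over background was not measured here, which limits what can be said of weakly expressed genes. No paired analysis was possible because the replicate numbers are animal numbers that the strains do not share.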

Differences from the paper's values

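The paper counts 431 protein-coding genes between 53 and 75 Mb; the gene table used here holds 264 there. No alternative set before the data were examined bears on this count. With the V, D, J and C gene segments of the region, a choice made after seeing the values, the table holds 406; it concerns no gene the paper calls.

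The paper's 9 genes of the region with a differing expression stand beside 8 here. The count here is 9 with the filter at the 40th percentile, with eBayes trend and robust, without NZO_577 or NZO_658, without 129P2_285 or 129P2_307, and with the region extended by 0.5 Mb, which was chosen after seeing the data. The legend of Fig. 5B names a one-sided Wilcoxon signed rank test; the rank-sum test run here in its place, exact, one-sided and unadjusted, gives a count of 31, and 11 with a ratio of at least 1.3 in addition. The paper's lower genes number 5, against 4 here, and only Sdr39u1 is among both. Sgcg, among the paper's 5, was not analysed here. Where the count here is 9, it includes 3 or 4 of the paper's genes, so that a like total is not a like list.

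Of the genes in Fig. 5B, 7 were measured here. The means of all 7 lie in the paper's direction in both comparisons. The figure comes from the paper's analysis of the same arrays, so the shared direction is no independent test. None of the ratios was flagged as different from those in the figure. This does not show that the ratios lie within the replicate spread. 3 of the 7 genes, Arl11, Dok2 and Sdr39u1, passed here. Of 29 alternatives set beforehand, Arl11 and Dok2 were called with 28, all but the adjusted Wilcoxon test. In that test no gene could pass against C3H. The smallest one-sided rank-sum p that 5 mice against 5 allow, 0.00397, became an adjusted p of 0.0600 there. Sdr39u1 was called with 25, not with array median centring, the fit of 2 strains, the adjusted t-test or the adjusted Wilcoxon test. Among the alternatives chosen after seeing the values, Sdr39u1 was not called with the cilia and liver covariates (-0.49 and -0.67, after -0.55 and -0.67). Without the 6 arrays with high cilia or liver markers, which leaves 2 arrays per lean strain, neither Sdr39u1 (-0.43 and -0.72) nor Dok2 (0.54 and 0.56, after 0.72 and 0.59) was called, so that the calls ended with fewer arrays and fold changes of a similar size. The paper also lists Slc7a7 as higher and Cideb, C1qtnf9 and Clu as lower in NZO. Slc7a7 had log2 fold changes of 0.47 and 0.65 and missed the threshold against C3H. It was called with 5 of 29 alternatives set beforehand: weights per array, without NZO_545, the unadjusted Wilcoxon test with and without the ratio of 1.3, and the unadjusted t-test. It was also called without the 4 narrow arrays and with the first component as a covariate, both chosen after seeing the values and neither of which drops Arl11, Dok2 or Sdr39u1. C1qtnf9 (-0.50 and -0.45) was called with 4 of the 29: without NZO_658, the unadjusted Wilcoxon test with and without the ratio, and the unadjusted t-test. It was also called with the first component as a covariate. Clu (-0.62 and -0.47) was called in 1, without 129P2_285. Cideb (-0.84 and -0.75) was called in none of the alternatives run.

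The genes the paper does not list and that passed here are Phf11a, Ripk3, Sox7, Zmym5 and Zfp395.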

Other observations

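The splits of the arrays were set before the data were examined, and the lists of markers of other tissues and the search among unnamed probesets were chosen after.

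For each of the 5 counts, fewer than 5 of 100 splits of the same arrays gave a count as large, so that a division of the arrays by chance seldom gives such counts. For NZO against C3H, 3 of 100 splits, the real one included, gave a count as large as 1648. The highest other, 5019, put all 3 arrays of narrow spread in these strains on 1 side and points to this structure of the samples. Without the 4 narrow arrays the count was 3532. For NZO against 129P2, 1 of 100 splits, the real one, reached 1882, and the highest other gave 13. For C3H against 129P2, 2 of 100 reached 345. The highest other, 538, separated the 5 arrays with high motile cilia genes from the rest. For the NZO-specific genes 1 of 100, the real split, reached 1035, and for those of the region 1 of 100 reached 8; the highest others gave 0 and 0.

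The comparisons of NZO with C3H and with 129P2 share the 5 NZO arrays. The correlation of their log2 fold changes across genes, which are not independent replicates, was 0.792, against a mean of 0.465 in 100 simulated data sets without an effect. These had a mean of 94.0 genes higher in both and 69.8 lower in both, against 638 and 397 observed. With the NZO arrays split into 2 and 3, each set against 1 lean strain, a median of 366.5 genes was higher and 141 lower in both over 10 splits, and the correlation was 0.615. The highest simulated values, 0.957, 4880 and 4230, lay above those observed.

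Of the further tissue lists, testis genes had their highest median, 7.36, on 129P2_306, which includes Prm2 at 9.64. Kidney genes (7.86) and seminal vesicle genes (6.42) had theirs on C3H_114, an array of narrow spread. The epididymal epithelium list had a median log2 difference of 0.03 between NZO and the lean strains. Among the skeletal muscle genes, Acta1 was highest on NZO_543, which also had the highest Cox7a1 of the NZO arrays; whether muscle RNA entered the NZO samples or adds to the brown and beige markers was not tested.

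Of the 12146 probesets that the annotation does not list, 193 were higher and 101 lower in NZO against both lean strains by limma. The files do not pair them with genes. The 2 that rose most were 10419154 (log2 fold changes 2.50 and 2.43) and 10565994 (2.23 and 2.34). The 2 that fell most were 10420616 (-3.75 and -3.95; mean log2 value 6.37 ± 0.22 in NZO, 10.12 ± 0.26 in C3H and 10.32 ± 0.16 in 129P2, SD, n = 5) and 10340537 (-1.70 and -1.74).

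Lcp1, at 75131105 to 75230842 of chromosome 14, just beyond the region, had log2 fold changes of 2.02 and 1.77. Of the paper's reference genes, Hprt was higher in NZO (0.61 and 0.59, adjusted p = 0.0224 and 0.0257 from limma) but did not pass without NZO_542, NZO_543, NZO_577, NZO_658, 129P2_285 or 129P2_298 or with the arrays centred on their medians. Actb, the control for gWAT of the backcross mice, differed by 0.16 and 0.21 (adjusted p = 0.119 and 0.0285 from limma). Tbp, the control for gWAT of the parental strains, differed by -0.04 and -0.16 (adjusted p = 0.97 and 0.705 from limma).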
